# Analysis of Global Transcriptome Change in Mouse Embryonic Fibroblasts After dsDNA and dsRNA Viral Mimic Stimulation

**DOI:** 10.3389/fimmu.2019.00836

**Published:** 2019-04-17

**Authors:** Xin Xie, Pu-Ste Liu, Piergiorgio Percipalle

**Keywords:** transcriptional profiling, genome-wide analysis, viral mimic stimulation, innate immunity, mouse embryonic fibroblasts

## Abstract

The activation of innate immunity by viral nucleic acids present in the cytoplasm plays an essential role in controlling viral infection in both immune and non-immune cells. The dsDNA and dsRNA viral mimics can stimulate the cytosolic nucleic acids sensors and activate the antiviral innate immunity. In this study, taking advantage of dsDNA and dsRNA viral mimics, we investigated the global transcriptome changes after the antiviral immunity activation in mouse embryonic fibroblasts. Results from our data identified a positive feedback up-regulation of sensors (e.g., *Tlr2, Tlr3, Ddx58, cGAS*), transducers (e.g., *Traf2, Tbk1*) and transcription factors (e.g., *Irf7, Jun, Stat1, Stat2*) in multiple pathways involved in detecting viral or microbial infections upon viral mimic stimulation. A group of genes involved in DNA damage response and DNA repair such as *Parp9, Dtx3l, Rad52* were also up-regulated, implying the involvement of these genes in antiviral immunity. Molecular function analysis further showed that groups of helicase genes (e.g., *Dhx58, Helz2*), nuclease genes (e.g., *Dnase1l3, Rsph10b*), methyltransferase genes (e.g., histone methyltransferase *Prdm9, Setdb2*; RNA methyltransferase *Mettl3, Mttl14*), and protein ubiquitin-ligase genes (e.g., *Trim* genes and *Rnf* genes) were up-regulated upon antiviral immunity activation. In contrast, viral mimic stimulation down-regulated genes involved in a broad range of general biological processes (e.g., cell division, metabolism), cellular components (e.g., mitochondria and ribosome), and molecular functions (e.g., cell-cell adhesion, microtubule binding). In summary, our study provides valuable information about the global transcriptome changes upon antiviral immunity activation. The identification of novel groups of genes up-regulated upon antiviral immunity activation serves as useful resource for mining new antiviral sensors and effectors.

## Introduction

Antiviral innate immunity serves as a primary barrier to control viral infection in both immune and non-immune cells before the development of sophisticated adaptive immunity. Previous studies unveiled several pathways that are involved in sensing viral infection and mounting the subsequent antiviral immunity. Toll-like receptors (TLRs) 3, 7, 8, and 9 are a group of pattern recognition receptors (PRRs) detecting early viral infection events in endosome (1). In the cytoplasm, dsRNA or 5′triphosphate-modified RNA derived from virus can be sensed by RIG-I like receptors (RLRs), such as RIG-I, MDA5, LGP2 (2, 3). Cytosolic DNA sensors such as cGAS, DAI and AIM2 are responsible for the detection of viral dsDNA (4). The activation of these nucleic acids sensors recruits and activates different adaptors for signal transduction. For example, TLRs except for TLR3 utilize MyD88 as an adaptor molecule to recruit downstream signaling transducers including protein kinases IRAK4 and IRAK1, and the ubiquitin ligase TRAF6 (5). Upon the binding of dsRNA, RIG-I and MDA5 leads to the activation and polymerization of mitochondrial membrane protein MAVS for signal amplification (6). The signal transduction from the activation of TLRs or RLRs eventually activates the protein kinase TBK1, which phosphorylates and activates transcription factors IRF3 and IRF7 to promote the production of type I interferons (7). The secretion of type I interferons such as IFN-α and IFN-β, acts in an autocrine or paracrine manner to stimulate the expression of interferon-stimulated genes (ISGs) which exhibit anti-proliferative and antiviral effects (8).

Recent studies further identified more genes with RNA and DNA sensing ability, which may serve as sensors for viral infection. Nod2, a previously identified bacterial peptidoglycan sensor (9), can also detect the RNA genome of virus and activate IRF3 to produce type I interferon (10). DDX41 has been proposed to be a cytosolic DNA sensor as it has been shown to bind dsDNA and associate with STING and TBK1 (11). Interestingly, some genes involved in DNA damage response and repair were also found to have cytosolic DNA sensing activity, such as DNA-PK (DNA-dependent protein kinase) (12) and Rad50 (13). It is anticipated that novel cytosolic RNA and DNA sensors remain to be discovered by future studies.

Antiviral innate immunity is dynamically regulated by cellular ubiquitin system. For certain virus, ubiquitination of viral proteins can promote their degradation and restrict viral infection (14, 15). The ubiquitination also controls the activity of sensors or effectors in antiviral immunity. For example, the activation of RNA sensor RIG-I depends on its ubiquitination, which can be mediated by ubiquitin ligases Trim4, Trim25, and Rnf135 (16–19). Trim6 and Herc6 can ubiquitinate other antiviral effectors to modulate their activity (20, 21). In contrast, Trim29 negatively regulates RIG-I-mediated innate immune response and targets DNA sensor STING for degradation (11, 22, 23). Therefore, multiple ubiquitin-transferases or ligases serves as a layer of post-translational regulation of antiviral innate immunity.

Poly(deoxyadenylic-deoxythymidylic) acid [poly(dA-dT)] and Polyinosinic-polycytidylic acid [poly(I:C)] are widely used viral nucleic acids analogs in antiviral immune responses (24–27). poly(dA-dT) is recognized by several cytosolic DNA sensors including ZBP1/DAI and cGAS (25, 26). The synthetic dsRNA analog poly(I:C) binds and activates RNA sensors such as RIG-I and MDA-5 (27). RIG-I can also sense poly(dA-dT) indirectly by recognizing the dsRNA with a 5′-triphosphate derived from poly(dA-dT) (24). These viral mimics have been shown to activate the antiviral immune responses and induce the expression of type I interferon in a variety of mammalian cells, including mouse embryonic fibroblasts, human epithelial cells, rat hepatocyte, dog keratinocyte (28–31).

In this study, we are mainly investigating the global transcriptome changes after the antiviral immunity activation in mouse embryonic fibroblasts, with the aim to identify novel biological processes, molecular functions and pathways being up or down-regulated at transcription level. We stimulated cells with poly(dA-dT) and poly(I:C) to mimic dsDNA and dsRNA virus, and analyzed the genes commonly affected by both viral mimics. Our analysis first demonstrated a widespread positive feedback up-regulation of sensors, transducers, and transcription factors in multiple pathways involved in detecting viral or microbial infections, suggesting a self-enhancement of antiviral pathways at transcription level upon viral infection. Viral mimic stimulation also up-regulated a group of genes involved in DNA damage response and DNA repair, implying the involvement of these genes in antiviral immunity. Molecular function analysis further showed that groups of helicase genes, nuclease genes, methyltransferase genes and protein ubiquitin-ligase genes were up-regulated upon antiviral immunity activation. Some of those genes have been characterized as antiviral sensors, effectors or regulators by previous studies, while the potential function of many of those genes in antiviral immunity remain to be investigated. In contrast, viral mimic stimulation down-regulated genes involved in a wide spectrum of general biological processes, cellular components and molecular functions. Taken together, our study provides valuable information about the global transcriptome changes upon the activation of antiviral immunity. We identified novel groups of genes being up-regulated upon antiviral immunity activation, which serves as useful resources for mining new antiviral sensors and effectors.

## Materials and Methods

### Cell Culture

The mouse embryonic fibroblasts (MEFs) (Wilde type mouse embryonic fibroblast from the lab of Dr. Christophe Ampe, University of Gent, Belgium) (32) were maintained and cultured with Dulbecco's modified Eagle medium (DMEM) with high glucose (Sigma, D5671), 10% fetal bovine serum (Sigma, F0804), and 100 units/mL penicillin and 100 μg/mL streptomycin (Sigma, P4333), in a humidified incubator with 5% CO^2^ at 37°C.

### Viral Mimic Stimulation

MEFs were seeded at 5 × 10^5^ cells/well in 6-well plates the day before treatment. Poly (I:C) LMW (InvivoGen, tlrl-picw) and Poly (dA:dT) naked (InvivoGen, tlrl-patn) were re-constituted in sterile/endotoxin-free physiological water (InvivoGen, tlrl-phy10). Transfection was performed using Lipofectamine 2000 reagent (Invitrogen, 11668019). Fifteen micrograms Poly (I:C) or 15 μg Poly (dA:dT) was mixed with 9 μL Lipofectamine 2000 reagent in 250 μL Opti-MEM™ I reduced serum medium (Gibco, 31985070) and incubated for 10 min. The culture medium in 6 well plate were replaced with 1.25 mL Opti-MEM™ I reduced serum medium and the Poly (I:C) or Poly (dA:dT) transfection mixture were added to the cells (Final concentration for both Poly (I:C) or Poly (dA:dT) is 10 μg/ml). For the mock group, medium mixed with 9 μL Lipofectamine 2000 only was added to the cells. Cells were further cultured in the incubator for 6 h before total RNA extraction for both mock and treatment groups. For each condition, 3 biological replicates were prepared for RNA isolation.

### RNA Library Construction and Sequencing

Three biological replicates of each experimental group were prepared for RNA-seq analysis. Briefly, cells in mock or treatment group were washed once with cold PBS and then total RNA were purified using RNeasy Mini Kit (Qiagen, 74106) according to the manufacturer's instruction. RNA-sequencing libraries were prepared using TruSeq RNA Library Prep Kit v2 (Illumina, RS-122-2002). Briefly, total RNA was mixed with magnetic Oligo-dT beads to purify the mRNA. Then the purified mRNA on beads were fragmented and primed for cDNA synthesis. The first strand and second strand cDNA synthesis was performed using SuperScript™ double-stranded cDNA synthesis kit (Invitrogen, 11917020) with random primers. The cDNA were then purified using AMPure XP Beads (Beckman Coulter, A63881). The cDNA was end-repaired and adenylated at 3′ end, followed by the ligation of the adaptors. The cDNA was then amplified with index primers using the following protocol: 98°C 30 s; 15 cycles of: 98°C 10 s, 60°C 30 s, and 72°C 30 s; 72°C 5 min. The PCR product was purified using AMPure XP Beads and the library quality and size was analyzed using 2100 Bioanalyzer (Agilent Genomics). Libraries with compatible index primers were pooled at equal amount and deep-sequencing was performed using Illumina HiSEq 2500 sequencing platform (New York University Abu Dhabi Sequencing Center). RNA-seq data were deposited in GEO database: Accession number: GSE111938.

### RNA-Seq Data Analysis

The data was processed through the standard RNAseq analysis pipeline at NYUAD. Briefly, raw read alignment was performed using tophat2 v2.1.0, with the parameters “–no-novel-junctions” and “–G” when specifying the genome file. The reference genome and GFF annotation correspond to the *Mus musculus* GRCm38.p4 genome version. Following the tophat2 alignment, read counts mapped to each gene were generated using HTseq count (33). The differential expression analysis of the raw counts were performed based on the DESeq2 R library (34). The START Web-based RNA-seq analysis and visualization resources (35) was used to perform the differential expression test and visualization. FDR-adjusted *p*-value after Benjamini–Hochberg correction for multiple-testing were used as the statistics to define the differential expression. Genes with FDR-adjusted *p* < 0.05 are considered to be significantly differentially expressed between two samples.

### Gene Ontology Enrichment and KEGG Pathway Analysis

Genes with FDR-adjusted *p* < 0.05 were considered to be differentially expressed between Poly(I:C) vs. Mock group or Poly(dA:dT) vs. Mock group. The commonly up-regulated and down-regulated genes in Poly(I:C) group and Poly(dA:dT) group in comparison to Mock group were submitted to gene ontology (GO) enrichment and KEGG pathway analysis using the Web-based DAVID bioinformatics resources 6.8 (36). For the GO terms or KEGG pathway terms to be considered as over-represented or enriched in each gene list, the following criteria was applied: 1. ≥20 genes were found to be associated with the GO term or KEGG term in the database; 2. The test *p*-value [a modified Fisher Exact Test *P*-value (EASE Score): the smaller, the more enriched] is < 0.01; 3. The fold of enrichment (observed number of genes in the term/expected number of genes in the term) is ≥1.5. The GO terms or KEGG pathway terms that were observed exclusively in up-regulated or down-regulated gene list were further analyzed in details.

### Quantitative Real-Time qPCR Analysis

Total RNA was extracted using RNeasy Mini Kit (Qiagen) according to the manufacturer's instructions. RNA was reverse transcribed to cDNA by RevertAid First Strand cDNA synthesis Kit (Thermo Fisher Scientific), based on the manufacturer's instructions. Diluted cDNA was subjected to quantitative real-time PCR analysis using Maxima SYBR Green qPCR Mix (Thermo Fisher Scientific) on StepOne Plus Real-Time PCR system (Applied Biosystems). All the target gene expression level was normalized to the expression of *Nono* reference gene. Primers of qPCR were listed in Table S1.

## Results

### Viral Mimic Stimulation Leads to Skewed Distribution of Gene Expression Change in Mouse Embryonic Fibroblasts

In this study, we investigated the global transcriptome changes in response to viral infection in non-immune cells. We applied poly(deoxyadenylic-deoxythymidylic) acid [poly(dA-dT)] and Polyinosinic-polycytidylic acid [poly(I:C)] to mouse embryonic fibroblast (MEFs). Both poly(dA-dT) and (poly(I:C) are pathogen associated molecular pattern associated with dsDNA and dsRNA viral infection (37, 38). After 6 h treatment with poly(dA-dT), poly(I:C) and mock solution containing transfection reagent alone, we isolated RNA from three biological replicates in each condition and subjected it to RNA-seq analysis. 

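The 9 libraries were made from mRNA purified with oligo-dT beads out of MEFs treated for 6 h with 10 μg/ml poly(dA-dT), 10 μg/ml poly(I:C) or transfection reagent alone, with 3 biological replicates in each condition, and were sequenced on an Illumina HiSeq instrument. The authors aligned the reads with tophat2 to the mouse genome GRCm38.p4 and counted the reads mapped to each gene with HTSeq, and the deposited values were these counts, without normalization, for every annotated gene of each sample. The reads counted on genes were 17271803, 16904918 and 22092621 in Mock replicates 1 to 3, 19456810, 16214478 and 15479693 in poly(dA-dT) replicates 1 to 3, and 22688740, 17033973 and 15448074 in poly(I:C) replicates 1 to 3. The 10 genes with the most counts took 3.398% ± 0.019 (SD, n = 3) of the counts in the Mock group, 3.126% ± 0.103 (SD, n = 3) in the poly(dA-dT) group and 3.46% ± 0.191 (SD, n = 3) in the poly(I:C) group. From these counts, TMM normalization factors were computed, genes with too few counts were removed with edgeR's filterByExpr, and the 14136 remaining genes were tested with edgeR's quasi-likelihood test in one fit of all 9 samples. The labels give each condition replicates 1, 2 and 3, so a fit with the replicate number as a block was run beside the fit without it. Against the Mock group, 5065 genes were up-regulated and 4982 down-regulated with poly(dA-dT) without the block, and 5067 and 4999 with it. With poly(I:C) the numbers were 4955 and 4893 without the block, and 4973 and 4911 with it. The pairing is taken from the labels alone. The deviations from the group means of samples with the same replicate number had a mean correlation across genes of 0.00316 over 9 pairs of samples, against -0.00159 over 18 pairs with different numbers, and 13 of the 36 ways to number the replicates gave a mean as high (exact permutation p = 0.361). Replicates of the same condition were also compared with a chi-square test of whether their counts differed by more than sampling alone. The chi-square per degree of freedom was lowest between poly(dA-dT) replicates 1 and 2, at 1.05 (chi-square p = 3.4e-06), and between poly(I:C) replicates 1 and 3, at 1.08 (chi-square p = 4.5e-11), and reached 4.83 between poly(I:C) replicates 1 and 2. All 9 samples were kept as separate replicates, as the labels give them; the chi-square test does not tell biological from technical replicates.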

Hierarchical clustering analysis showed that biological replicates in each condition were grouped together and samples stimulated with poly(dA-dT) and poly(I:C) were clustered together (Figure 1A). 

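Euclidean distances were computed between the 9 samples from log2 CPM (TMM-normalized, with a prior count of 2) of the 14136 tested genes, and the samples were joined by complete-linkage clustering. The mean distance between replicates was 28.5 in the Mock group, 27.5 in the poly(dA-dT) group and 27.1 in the poly(I:C) group. Between conditions, it was 80.5 ± 0.769 (SD over the 9 pairs of samples) from Mock to poly(dA-dT), 104 ± 0.908 from Mock to poly(I:C) and 68.3 ± 0.858 from poly(dA-dT) to poly(I:C). The largest distance between any pair of replicates, 29.6, was smaller than the smallest distance between samples of different conditions, 66.9. The distance between the 2 mimics was thus 0.848 ± 0.0107 of the distance from poly(dA-dT) to Mock. This ratio moved most when only the 500 most variable genes were used, to 0.71, and was 0.928 without the low-count filter. In each of these settings the replicates grouped by condition, and the poly(dA-dT) and poly(I:C) samples joined each other before they joined Mock. From this clustering (Fig. 1A), the paper reasons that the replicates of each condition resemble one another and that the transcriptomes of the stimulated cells are alike.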

We next compared the transcriptomes of poly(dA-dT)- and poly(I:C)-treated cells with those from the Mock group. Genes with false discovery rate (FDR)-adjusted *p* < 0.05 were considered as differentially expressed (Figures 1B,D, red dots). 

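Of the 14136 genes tested with edgeR, 10047 (71.074%) had an adjusted p under 0.05 between the poly(dA-dT) and Mock groups and 9848 (69.666%) between the poly(I:C) and Mock groups, with n = 3 in each group. The replicates differed little, with a common biological coefficient of variation of 0.0263, and with 15448074 to 22688740 counts per sample small changes were detectable. DESeq2 with its own normalization gave 4388 up-regulated and 4386 down-regulated genes with poly(dA-dT) and 4455 and 4315 with poly(I:C). Among the settings that kept this threshold and edgeR, an assumed coefficient of variation of 0.1 between replicates, chosen after the values were seen, changed the numbers most, to 5955 DE genes with poly(dA-dT).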

We observed a highly skewed distribution of differentially expressed (DE) genes in both poly(dA-dT) and poly(I:C) treated groups, in comparison to mock group. The overall fold change of genes being up-regulated were significantly higher than that of genes being down-regulated (Figures 1B–E). 

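The median absolute log2 fold change was computed over the DE genes of each direction. With poly(dA-dT) it was 0.493 for the 5065 up-regulated genes (quartiles 0.264 and 0.899) and 0.304 for the 4982 down-regulated genes (quartiles 0.195 and 0.459). With poly(I:C) it was 0.518 for the 4955 up-regulated genes (quartiles 0.262 and 1.12) and 0.270 for the 4893 down-regulated genes (quartiles 0.178 and 0.403). The medians of the up- and down-regulated genes were apart by 0.189 with poly(dA-dT) and by 0.248 with poly(I:C). A permutation test over genes gave p = 1e-05 for each, the smallest value that its resamples can give, and genes are not independent replicates. In 0.676 of all pairs of 1 up- and 1 down-regulated gene, the up-regulated gene had the larger absolute log2 fold change with poly(dA-dT), and in 0.717 with poly(I:C). Leaving out the low-count filter moved the gap between the medians most, to 0.250 with poly(dA-dT) and 0.381 with poly(I:C), while keeping only genes with at least 10 counts in every sample narrowed it to 0.142 and 0.182. From this difference in size (Figs. 1C,E), the paper concludes that induced genes change more than repressed ones.

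**Figure D1:**
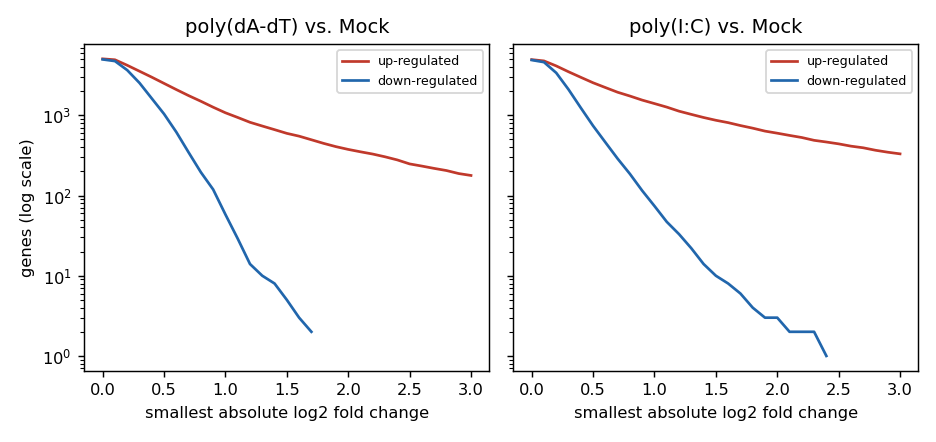
Number of DE genes (y axis, log scale) whose absolute log2 fold change against Mock is at least the value on the x axis, from 0 to 3, for poly(dA-dT) and poly(I:C) in separate panels, with up-regulated genes in red and down-regulated genes in blue. The curves start near each other, and at an absolute log2 fold change of 1 the up-regulated genes number 1076 and 1402 and the down-regulated genes 58 and 74.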

However, the number of genes being down-regulated was approximately equal to that of the up-regulate ones (Figures 1C,E). 

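With poly(dA-dT), 5065 genes were up-regulated and 4982 down-regulated, a ratio of 1.02, and with poly(I:C) 4955 were up-regulated and 4893 down-regulated, a ratio of 1.01 (edgeR, n = 3 per group). With an absolute log2 fold change of at least 1 required as well, 1076 genes were up-regulated and 58 down-regulated with poly(dA-dT), and 1402 and 74 with poly(I:C). Of the down-regulated genes, 79.125% with poly(dA-dT) and 84.876% with poly(I:C) had an absolute log2 fold change under 0.5, against 50.602% and 48.577% of the up-regulated genes. The balance depended on the normalization. Scaling all counts to *Nono*, the reference gene of the paper's qPCR, moved it most, to 8142 up- and 2072 down-regulated genes with poly(dA-dT) and to 8002 and 1719 with poly(I:C). Scaling by library size alone gave 6030 and 4022, and 4077 and 6161. Upper-quartile normalization gave 5287 and 4762 with poly(dA-dT), and 4164 and 6030 with poly(I:C). RLE normalization kept the balance, with 5085 and 4960, and 4902 and 4966. Like TMM, it takes most genes as unchanged, so the near-equal numbers may follow from that assumption and RLE is no independent support for them.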

These data altogether suggests that viral infection can lead to both induction and suppression of genes. The extent of gene induction is significantly higher than that of gene down-regulation.

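The largest induction with poly(dA-dT) was that of *Ifnb1* (ENSMUSG00000048806, chromosome 4 from 88522025 to 88522774 on GRCm38), which rose from 0.08822 ± 0.0282 CPM in the Mock group to 25.45 ± 1.97 (SD, n = 3), a log2 fold change of 8.06 (standard error 0.189, edgeR adjusted p = 4.0e-48). *Mx2* followed among the well-counted genes, with 6.68. With poly(I:C), the largest was *Egr4* (ENSMUSG00000071341), which had no counts in the Mock group and 11.68 ± 1.71 CPM (SD, n = 3) after treatment, a log2 fold change of 10.7 (standard error 0.372, edgeR adjusted p = 2.9e-37). *Ifna4* rose by 8.85 on the same scale, although its reads are hard to tell from those of the other interferon alpha genes and its value is uncertain. Reductions were smaller. The largest with poly(dA-dT) was that of *Gm28229* (ENSMUSG00000101335), with a log2 fold change of -1.73 (standard error 0.327, edgeR adjusted p = 3.4e-06), and of the 10 largest the one with the most counts was *Cenpf* (ENSMUSG00000026605), which fell from 177.0 ± 6.203 to 64.86 ± 1.41 CPM (SD, n = 3), with -1.45 (standard error 0.0298, edgeR adjusted p = 7.3e-52). With poly(I:C) it was that of *Gper1* (ENSMUSG00000053647), with -2.46 (standard error 0.228, edgeR adjusted p = 1.8e-15). An absolute log2 fold change of at least 2 was reached by 376 up-regulated and 0 down-regulated genes with poly(dA-dT) and by 599 and 3 with poly(I:C). For *Ifnb1* the log2 fold change with poly(dA-dT) lay between 7.87 and 8.25 across the fits that each left out one replicate, and limma-voom gave 7.81. The paper takes the larger size of the inductions as evidence that antiviral activation acts more strongly on induced than on repressed genes.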

**Figure 1:**
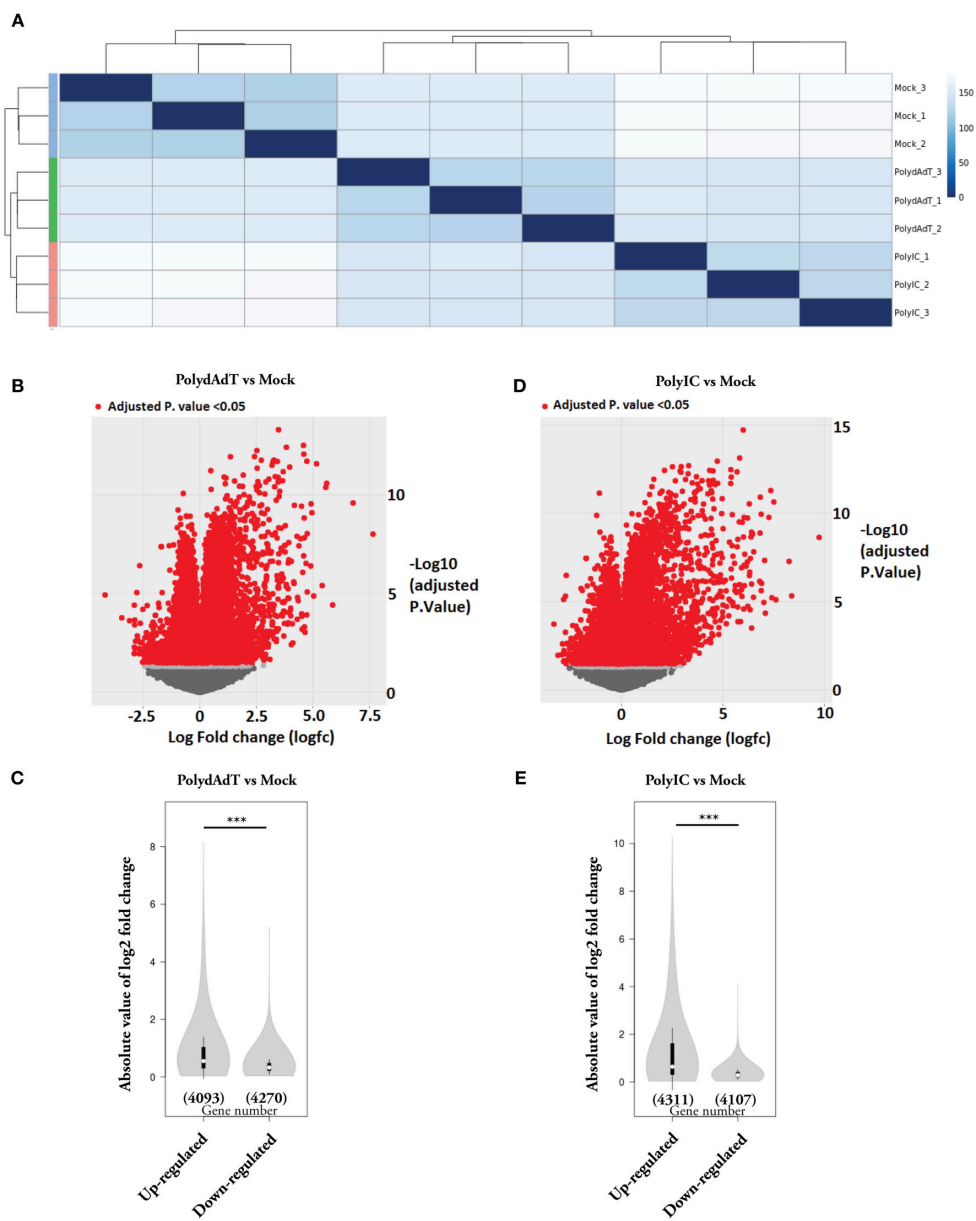
Gene expression changes caused by viral mimic stimulation. **(A)** Quantification of the similarity in gene expression profiles of MEFs stimulated by poly(dA:dT) or poly(I:C) for 6 h. Mock groups: treated with transfection reagent alone. Euclidean distances were calculated from normalized log-transformed read counts in three biological replicates of each group. **(B)** Volcano plot showing the relative expression of genes in PolydAdT group vs. Mock group. X-axis shows the log (fold change), Y axis is the FDR-adjusted *p*-value. Genes with FDR-adjusted *p*-value < 0.05 was considered to be differentially expressed (Red dots). **(C)** Violin plot of the absolute log2 (fold change) of up-regulated or down-regulated genes in PolydAdT group vs. Mock group. **(D)** Volcano plot showing the relative expression of genes in PolyIC group vs. Mock group. **(E)** Violin plot of the absolute log2 (fold change) of differentially expressed genes in PolyIC group vs. Mock group. Statistics in **(C,E)**: Mann–Whitney *U*-test, ***p < 0.001.

### Different Sets of Gene Programs Are Up-Regulated or Down-Regulated After Viral Mimic Stimulation

In order to get biological insights about the up-regulated and down-regulated genes, we performed Gene Ontology (GO) enrichment analysis. We first isolated the genes commonly up-regulated or down-regulated by poly(dA-dT) and poly(I:C) because they are representatives of the genes potentially affected by both dsDNA and dsRNA viral infection. There was a highly significant overlap of up-regulated or down-regulated genes between poly(dA-dT) and poly(I:C) treatment groups (Figures 2A,B), indicating that the dsDNA and dsRNA viral infection induce common transcriptome changes. 

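Of the 14136 tested genes, 3175 were up-regulated by both mimics, where 1775.4 would be shared if the 2 lists were drawn independently, a ratio of 1.79 and an odds ratio of 6.88. The down-regulated lists shared 3254 genes against 1724.5, a ratio of 1.89 and an odds ratio of 8.63. In Fisher's exact test over the tested genes, -log10 of p was 574.77 for the up-regulated and 696.73 for the down-regulated lists, although both lists were made against the same 3 Mock samples and genes are not independent replicates. Up-regulation by poly(dA-dT) alone was found for 1890 genes and by poly(I:C) alone for 1780, and down-regulation by one mimic alone for 1728 and 1639. With the replicate number as a block, the shared lists held 3184 and 3279 genes. Requiring an absolute log2 fold change of at least 1 in both contrasts reduced them to 741 up-regulated and 7 down-regulated genes. From the overlap in both directions (Figs. 2A,B), the paper concludes that dsDNA and dsRNA viral infection bring about common changes of the transcriptome.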

We then used the commonly up-regulated or down-regulated genes to perform GO enrichment analysis separately. The GO terms or the KEGG pathway terms with gene counts ≥20, *p* < 0.01 and fold of enrichment ≥1.5 were considered to be significantly over-represented in the gene list (Figures 2A,B). The full list of significantly up-regulated or down-regulated GO terms and KEGG pathway terms can be found in Table S2. When we compared the enriched terms in each category (Biological process, Cellular component, Molecular function, and KEGG pathway), the majority of them were not shared by the up-regulated and down-regulated genes (Figures 2C–F). 

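The gene ontology annotation behind these lists is not among the files analysed here, so the split of functions between the directions was examined with 14 gene families defined by their symbols before the counts were available. The paper names most of these families as changed in these same samples, so the family tests are not independent of its results. Among the 3175 genes up-regulated by both mimics, 5 families were over-represented by Fisher's exact test with Benjamini-Hochberg adjustment over the 14 families. They were the PARP family (10 of 12 tested genes, adjusted p = 9.5e-05), the TRIM family (26 of 45, adjusted p = 4.4e-06), the DDX family (19 of 35, adjusted p = 0.000194), the OXPHOS genes encoded by mitochondrial DNA (8 of 11, adjusted p = 0.00191) and the MCM complex (6 of 9, adjusted p = 0.0159), each by Fisher's exact test. With the length and GC offset, and also with library size only, 4 MCM genes were left and the adjusted p of Fisher's exact test was 0.259 and 0.265. Among the 3254 genes down-regulated by both, 4 families were over-represented by the same Fisher's exact test, namely the OXPHOS genes encoded in the nucleus (65 of 81, adjusted p = 1.7e-26), the cytosolic ribosomal proteins (51 of 80, adjusted p = 5.3e-14), the TCA cycle (24 of 27, adjusted p = 3.0e-12) and the proteasome subunits (26 of 37, adjusted p = 4.7e-09). No family was over-represented in both directions. With counts scaled to *Nono* in place of TMM, the down-regulated list held 730 genes, of which 4 were nuclear OXPHOS genes. Of the down-regulated families only the TCA cycle (9 genes, Fisher's exact test, adjusted p = 7.0e-05) stayed over-represented. This scaling shifts every gene up, so small falls leave the list whether or not a family lies lower than other genes. With the length and GC offset and with library size only, all 4 families stayed over-represented (Fisher's exact test, adjusted p at most 9.8e-06). The paper's own Table S2 lists 50 biological process terms for the up-regulated and 54 for the down-regulated genes, with 3 shared. For cellular components the paper lists 11 and 84 terms with 4 shared, for molecular functions 38 and 46 with 7 shared, and for KEGG pathways 25 and 40 with 1 shared. From how few terms the lists share (Figs. 2C–F), the paper reasons that different gene programs are switched on and off.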

These data shows that after viral mimic stimulation, there are gene programs associated with different biological processes, cellular components, molecular functions, and signaling pathways that can be up-regulated or down-regulated, respectively.

**Figure 2:**
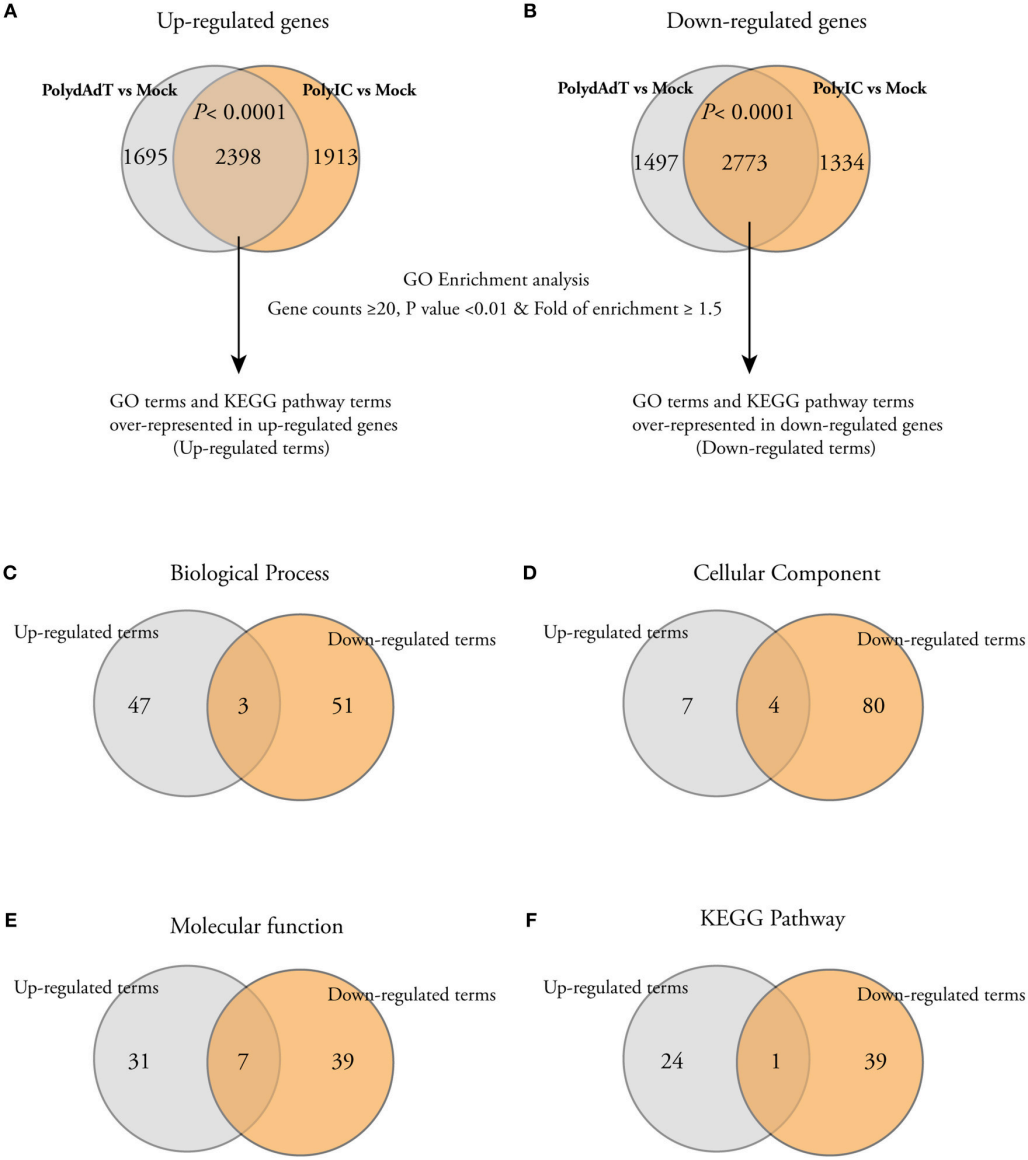
Gene Ontology (GO) and KEGG pathway analysis show that different cellular processes, components, and pathways are enriched among both up-regulated and down-regulated genes. **(A,B)** Venn diagrams showing that a significant number of genes is commonly up-regulated or down-regulated by PolydAdT and PolyIC: Fisher's exact test. The commonly up-regulated or down-regulated genes were subject to gene ontology enrichment analysis and KEGG pathway analysis using DAVID bioinformatics resources. The GO terms or KEGG terms with at least 20 gene counts, *p* < 0.01 and the fold of enrichment ≥1.5 were considered to be over-represented in each gene list. **(C–F)** Venn diagrams shows that the majority of over-represented GO and KEGG terms in biological process **(C)**, cellular component **(D)**, molecular function **(E)**, and KEGG pathway **(F)** are differentially enriched in up-regulated and down-regulated genes.

### Activation of Antiviral Immunity Leads to a Positive Feedback Regulation of Multiple Signaling Pathways Involved in Sensing Viral or Microbial Infection

We next examined the biological processes enriched in the commonly up-regulated genes. 

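The 23 genes that the heat map of Fig. 3B names for the negative regulation of viral genome replication were all tested, and all 23 were up-regulated by both mimics (edgeR, adjusted p under 0.05 in both contrasts). Their median log2 fold change was 1.80 with poly(dA-dT), ranging from 0.102 to 8.06, and 2.48 with poly(I:C), ranging from 0.175 to 10.2. In the direct comparison of the 2 mimics, 22 of the 23 were higher with poly(I:C) and 1 with poly(dA-dT). An absolute log2 fold change of at least 1 was found for 18 of them with poly(dA-dT) and for 21 with poly(I:C). No alternative setting with the same threshold changed the number of 23 by more than a factor of 1.5. The paper had shown these genes as up-regulated by both in the same samples, so the number was largely fixed by that choice. For the full terms, whose annotation is not in the files analysed here, the paper's Table S2 gives 67 genes in defense response to virus (the paper's p = 2.3e-22), 32 in cellular response to interferon-beta (the paper's p = 3.1e-22), 23 in negative regulation of viral genome replication (the paper's p = 1.1e-14) and 93 in innate immune response (the paper's p = 1.1e-12). From these terms the paper reasons that the antiviral program was switched on in the fibroblasts.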

As expected, anti-viral innate immunity processes such as defense response to virus, cellular response to interferon beta, negative regulation of viral genome replication and innate immune response were highly over-represented in the up-regulated genes (Figure 3A). For example, genes involved in negative regulation of viral replication such as *Mx2, Isg15, Isg20, Rnasel*, and *Oas* family genes were highly up-regulated after viral mimic stimulation (Figure 3B) (39–43), as well as antiviral cytokine genes *Ifnb1* and *Tnf* (44). 

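*Mx2* (ENSMUSG00000023341, chromosome 16 from 97535308 to 97560900 on GRCm38, annotated as a polymorphic pseudogene) rose from 4.772 ± 0.575 CPM in the Mock group to 485.0 ± 3.27 with poly(dA-dT) and 692.7 ± 2.75 with poly(I:C) (SD, n = 3), log2 fold changes of 6.68 (standard error 0.0367, edgeR adjusted p = 3.3e-88) with poly(dA-dT) and 7.196 (standard error 0.0362, edgeR adjusted p = 5.2e-91) with poly(I:C). *Isg15* (ENSMUSG00000035692, chromosome 4 from 156199424 to 156200818) had log2 fold changes of 3.32 (standard error 0.0246, edgeR adjusted p = 4.4e-80) with poly(dA-dT) and 4.32 (standard error 0.0251, edgeR adjusted p = 3.1e-87) with poly(I:C). For *Isg20* (ENSMUSG00000039236) they were 1.804 with poly(dA-dT) and 3.16 with poly(I:C), with standard errors of at most 0.0531. The *Oas* genes lie together on chromosome 5 and share sequence, so reads may have been split between them by the counting and their single values are uncertain. Their log2 fold changes ranged from 2.999 (*Oas1a*) to 5.55 (*Oasl1*) with poly(dA-dT) and from 3.797 (*Oas1a*) to 6.83 (*Oasl1*) with poly(I:C), with *Oas1b*, *Oas2*, *Oas3* and *Oasl2* in between. The cytokine gene *Ifnb1* (ENSMUSG00000048806) reached 25.45 ± 1.97 and 109.7 ± 3.28 CPM with poly(dA-dT) and poly(I:C) from 0.08822 ± 0.0282 in the Mock group (SD, n = 3). *Tnf* (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) had log2 fold changes of 3.71 (standard error 0.444, edgeR adjusted p = 2.1e-11) with poly(dA-dT) and 7.36 (standard error 0.216, edgeR adjusted p = 1.7e-42) with poly(I:C). *Tnf* had the fewest counts of these genes, 1 to 330 per sample, and leaving out one replicate moved it most, between 3.402 and 4.25 with poly(dA-dT). From the induction of these genes the paper concludes that stimulation with the mimics activates the antiviral response.

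**Figure D2:**
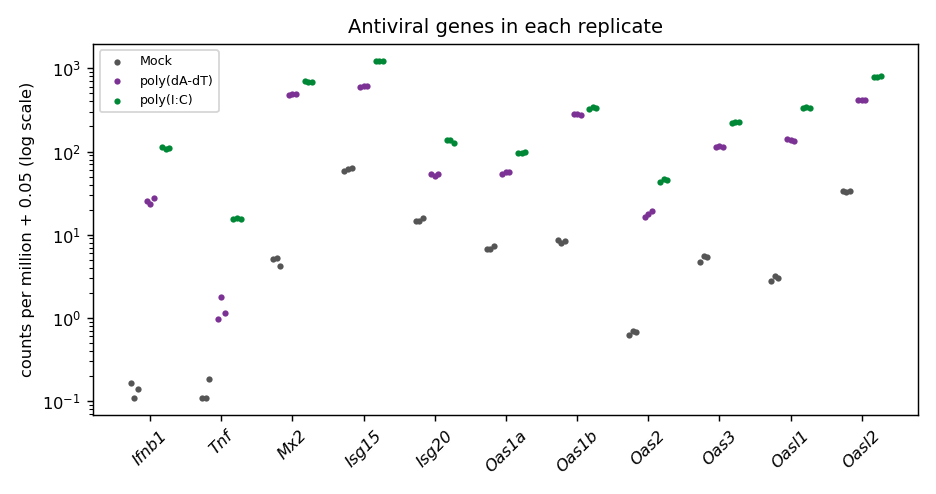
CPM plus 0.05 on a log scale (y axis) of 11 antiviral genes (x axis), with every replicate as a point, Mock in grey, poly(dA-dT) in purple and poly(I:C) in green. All treated replicates of each gene sit above its Mock replicates, as for *Isg15*, at 60.98 in Mock and 608 and 1221 with the mimics.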

Different classes of genes in defense response to viruses were also highly induced (Figure S1). These data demonstrates that the viral mimic stimulation of embryonic fibroblasts with poly(dA-dT) and poly(I:C) faithfully activates the antiviral immunity responses.

**Figure 3:**
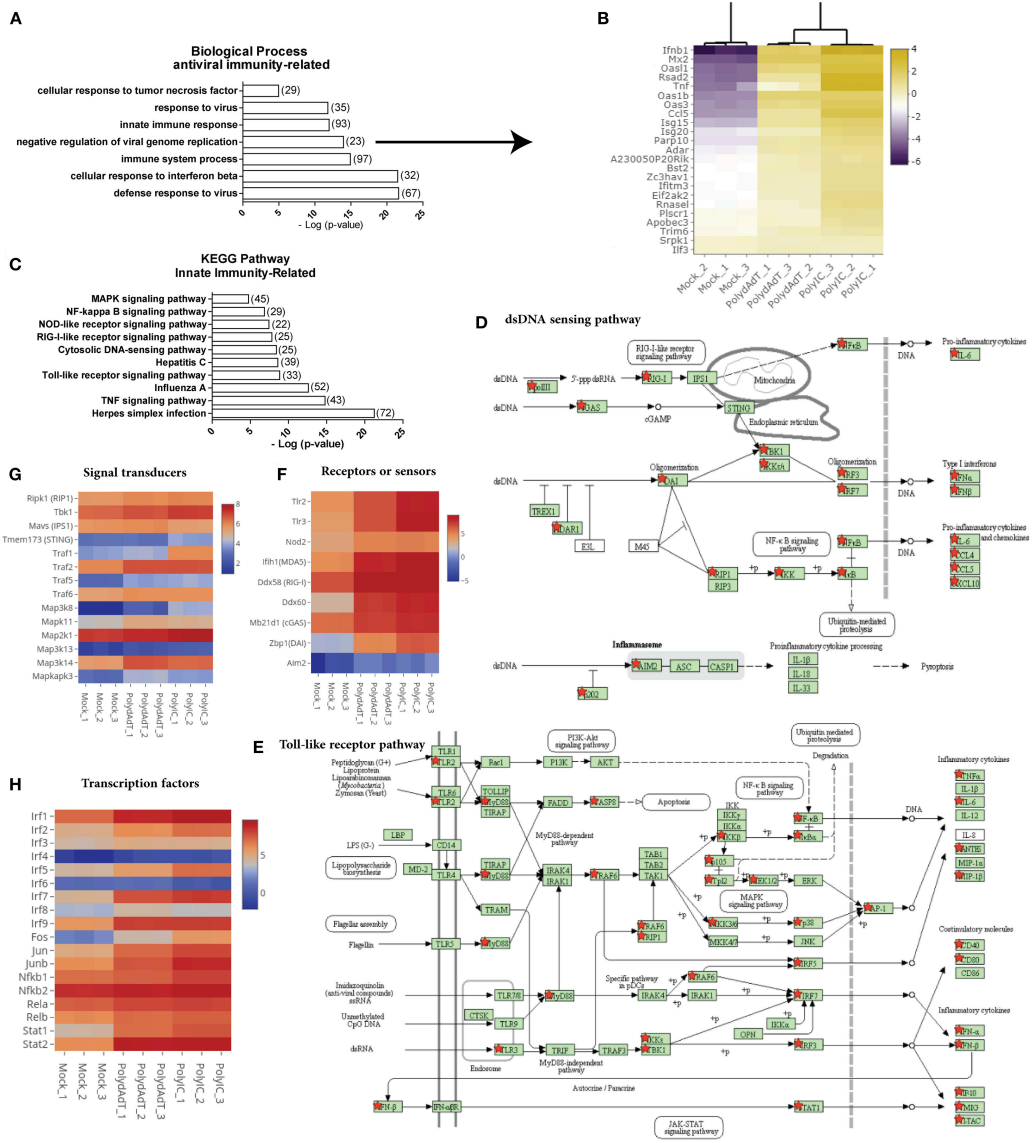
Stimulation by viral mimics up-regulates genes involved in multiple innate immunity pathways. **(A)** Top biological processes related to antiviral immunity over-represented in up-regulated genes. Number in bracket indicates the number of genes associated with the term. **(B)** Heat map showing the genes involved in the negative regulation of viral genome replication are commonly up-regulated by PolydAdT and PolyIC stimulation. Scale bar: log2 (relative expression level). **(C)** Innate immunity pathways over-represented in the up-regulated genes. **(D,E)** Up-regulated genes that are mapped to the dsDNA sensing pathway **(D)** and Toll-like receptor pathway **(E)** using KEGG pathway database, which are marked by red stars. **(F–H)** The relative expressions of genes serving as receptors or sensors **(F)**, signaling transducers **(G)**, and transcription factors **(H)** in innate immunity pathways. Scale bar: log2 (relative expression level). Pathway maps in **(D,E)** are modified from KEGG pathway maps (with copyright permission for publication) using DAVID bioinformatics tool (36).

When we examined the KEGG pathway terms enriched in the up-regulated genes, we found that multiple innate immunity signaling pathways involved in sensing virus or microbe infection were significantly over-represented. These includes Toll-like receptor signaling pathway, cytosolic DNA sensing pathway, RIG-I-Like receptor signaling pathway, NOD-like receptor pathway (Figure 3C). 

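The genes of the heat maps in Figs. 3F–H were tested at each step of the pathways. The paper presents them as up-regulated in these same samples, so their counts are not an independent test. All 9 receptors and sensors were up-regulated by both mimics, with median log2 fold changes of 2.55 with poly(dA-dT) and 3.56 with poly(I:C). Of the 14 signaling transducers, 12 were up-regulated by both, with smaller medians of 0.447 and 0.865, and of the 18 transcription factors 17 were, with medians of 1.44 and 2.402 (edgeR, n = 3 per group). The paper's Table S2 counts 33 up-regulated genes in the Toll-like receptor signaling pathway (the paper's p = 1.4e-09), 25 in the cytosolic DNA-sensing pathway (the paper's p = 3.8e-09), 25 in the RIG-I-like receptor signaling pathway (the paper's p = 1.5e-08) and 22 in the NOD-like receptor signaling pathway (the paper's p = 3.6e-08). When an absolute log2 fold change of at least 1 with both mimics was required, all 9 sensors, 2 transducers and 11 transcription factors remained. From where these genes act, the paper reasons that receptors, transducers and transcription factors are induced along with the targets of the pathways.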

When we mapped the up-regulated genes to individual pathways, we found that not only the target genes induced by these pathways were up-regulated, multiple components functioning as receptors, signaling transducers or transcription factors at different stages of those pathways were also up-regulated (Figures 3D,E; Figures S2A,B). For example, Toll-like receptors (*Tlr2, Tlr3*), RNA sensors (*Ifih1, Ddx58, Nod2*), and DNA sensors (*Mb21d1, Ddx60, Zbp1*, and *Aim2*) which are functioning in different pathways were up-regulated to different levels (Figure 3F). 

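*Tlr3* (ENSMUSG00000031639, chromosome 8 from 45395665 to 45411080 on GRCm38) rose from 18.73 ± 0.273 CPM in the Mock group to 109.9 ± 2.71 with poly(dA-dT) and 410.1 ± 7.64 with poly(I:C) (SD, n = 3), log2 fold changes of 2.55 (standard error 0.0364, edgeR adjusted p = 5.1e-62) with poly(dA-dT) and 4.45 (standard error 0.0308, edgeR adjusted p = 1.4e-82) with poly(I:C). *Tlr2* (ENSMUSG00000027995) had log2 fold changes of 2.01 with poly(dA-dT) and 3.56 with poly(I:C). Among the RNA sensors, *Ifih1* (ENSMUSG00000026896, chromosome 2 from 62595798 to 62646255) reached 3.09 (standard error 0.0277, edgeR adjusted p = 7.6e-75) with poly(dA-dT) and 4.23 (standard error 0.0268, edgeR adjusted p = 5.6e-85) with poly(I:C). For *Ddx58* (ENSMUSG00000040296) the log2 fold changes were 2.49 with poly(dA-dT) and 3.101 with poly(I:C), and for *Nod2* (ENSMUSG00000055994) 1.53 with poly(dA-dT) and 1.61 with poly(I:C). *Ddx60* (ENSMUSG00000037921, chromosome 8 from 61928087 to 62038244) had the largest changes among the DNA sensors, 4.68 (standard error 0.0428, edgeR adjusted p = 2.4e-74) with poly(dA-dT) and 5.37 (standard error 0.0399, edgeR adjusted p = 1.3e-80) with poly(I:C). *Zbp1* (ENSMUSG00000027514) followed with 3.57 with poly(dA-dT) and 5.04 with poly(I:C), and *Mb21d1* (ENSMUSG00000032344, named *Cgas* in the reference annotation) with 1.4001 with poly(dA-dT) and 2.06 with poly(I:C). *Aim2* (ENSMUSG00000037860) was counted with 0 to 17 reads per sample, and its log2 fold changes of 3.19 (standard error 0.591, edgeR adjusted p = 2.2e-06) with poly(dA-dT) and 3.32 (standard error 0.581, edgeR adjusted p = 7.2e-07) with poly(I:C) are the least precise. Every treated replicate of these 9 genes lay above every Mock replicate. A larger response to poly(I:C) passed the threshold of edgeR's direct comparison of the mimics for 7 of the 9, and not for *Nod2* (adjusted p = 0.127, edgeR) or *Aim2* (adjusted p = 0.753, edgeR). Leaving out one replicate moved *Aim2* the most, between 2.699 and 3.62 with poly(dA-dT). The paper reports that these sensors, which act in different pathways, are raised to different degrees.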

The up-regulated signaling transducers includes kinases such as *Ripk1, Tbk1*, kinases in MAPK (Mitogen activated protein kinase) signaling pathways and several TRAF (TNF receptor associated factor) members (Figure 3G). 

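*Ripk1* (ENSMUSG00000021408, chromosome 13 from 34002363 to 34037147 on GRCm38) rose from 52.04 ± 0.531 CPM in the Mock group to 63.77 ± 1.53 with poly(dA-dT) and 67.75 ± 2.02 with poly(I:C) (SD, n = 3), log2 fold changes of 0.293 (standard error 0.0383, edgeR adjusted p = 3.4e-10) with poly(dA-dT) and 0.385 (standard error 0.0382, edgeR adjusted p = 2.3e-14) with poly(I:C). *Tbk1* (ENSMUSG00000020115, chromosome 10 from 121546455 to 121586787) had 0.304 (standard error 0.0284, edgeR adjusted p = 1.9e-15) with poly(dA-dT) and 0.653 (standard error 0.0275, edgeR adjusted p = 5.5e-33) with poly(I:C). Among the TRAF members, *Traf1* (ENSMUSG00000026875) had log2 fold changes of 0.3302 with poly(dA-dT) and 2.14 with poly(I:C), *Traf2* (ENSMUSG00000026942) of 0.855 with poly(dA-dT) and 0.882 with poly(I:C), *Traf5* (ENSMUSG00000026637) of 1.05 with poly(dA-dT) and 1.299 with poly(I:C), and *Traf6* (ENSMUSG00000027164) of 0.3397 with poly(dA-dT) and 0.379 with poly(I:C). Of the 14 genes of Fig. 3G, 13 were up-regulated with poly(dA-dT) and 13 with poly(I:C), 12 of them with both. *Tmem173* (ENSMUSG00000024349) had a log2 fold change of 0.00171 (standard error 0.0931, edgeR adjusted p = 0.988) with poly(dA-dT) and 0.851 (standard error 0.0814, edgeR adjusted p = 5.7e-15) with poly(I:C). *Mavs* (ENSMUSG00000037523) had 0.126 (standard error 0.0401, edgeR adjusted p = 0.00402) with poly(dA-dT) and -0.249 (standard error 0.0426, edgeR adjusted p = 4.2e-07) with poly(I:C). An offset for gene length and GC content took *Mavs* with poly(dA-dT) to a log2 fold change of -0.00346 and *Ripk1* to 0.434. The paper takes these genes as evidence that transducers of the pathways are raised as well.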

Transcription factors such as several members in IRF (Interferon-regulatory factor) family, AP-1 (Activating protein 1) family, NF-κB (Nuclear factor-kappaB) family, and STAT (signal transducer and activator of transcription) family were also highly induced (Figure 3H). 

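In the IRF family, *Irf7* (ENSMUSG00000025498, chromosome 7 from 141262706 to 141266481 on GRCm38) rose from 24.53 ± 1.24 CPM in the Mock group to 235.1 ± 2.82 with poly(dA-dT) and 363.3 ± 10.9 with poly(I:C) (SD, n = 3), log2 fold changes of 3.26 (standard error 0.0318, edgeR adjusted p = 1.4e-72) with poly(dA-dT) and 3.89 (standard error 0.0307, edgeR adjusted p = 6.0e-79) with poly(I:C). *Irf1* (ENSMUSG00000018899) had log2 fold changes of 1.69 with poly(dA-dT) and 2.48 with poly(I:C). In the AP-1 family, the log2 fold changes of *Jun* (ENSMUSG00000052684) were 2.19 with poly(dA-dT) and 3.07 with poly(I:C), and those of *Fos* (ENSMUSG00000021250) 2.27 (standard error 0.0974, edgeR adjusted p = 2.0e-32) with poly(dA-dT) and 3.92 (standard error 0.0753, edgeR adjusted p = 4.8e-54) with poly(I:C). For the NF-κB gene *Nfkb1* (ENSMUSG00000028163) they were 0.357 (standard error 0.0244, edgeR adjusted p = 1.3e-21) with poly(dA-dT) and 1.14 (standard error 0.0233, edgeR adjusted p = 3.4e-52) with poly(I:C). The STAT gene *Stat2* (ENSMUSG00000040033) rose by 3.06 with poly(dA-dT) and 3.52 with poly(I:C). Of the 18 genes of Fig. 3H, 17 were up-regulated by both mimics and 1 was down-regulated with poly(I:C), with a log2 fold change of -1.04. With the replicate block and the offset for length and GC content, the value of *Jun* with poly(dA-dT) moved most, to 2.05. From their families, the paper concludes that the transcription factors at the end of the pathways are highly induced too.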

Collectively, these results indicate that the activation of antiviral immunity response leads to a widespread positive feedback regulation of multiple signaling pathways involved in detecting viral or microbial infections. 

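Counted over the 3 steps, 9 of 9 sensors, 12 of 14 transducers and 17 of 18 transcription factors were up-regulated by both mimics in edgeR's test. The paper had chosen these genes from the same samples, so the counts do not test a feedback independently. The medians of their log2 fold changes differed between the steps. With poly(dA-dT) they were 2.55 for sensors, 0.447 for transducers and 1.44 for transcription factors, and with poly(I:C) 3.56, 0.865 and 2.402. In the direct comparison of the mimics, 7 sensors, 8 transducers and 14 transcription factors were higher with poly(I:C), and 0, 4 and 2 were higher with poly(dA-dT). The number of transducers was the most dependent on the threshold, at 2 when an absolute log2 fold change of at least 1 was required with both mimics. The paper reasons from the induction at each step that the response to the mimics amplifies the pathways that detect viruses and microbes, and calls this a positive feedback.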

The positive feedback enhances the expression of genes functioning at different steps of multiple signaling pathways.

### Antiviral Immunity Activation Up-Regulates Genes in DNA Damage Response and DNA Repair

Recent studies have shown that viral infection can lead to the activation of signaling processes of DNA damage responses at protein level in the host cells (45, 46). Our data also revealed that biological processes such as cellular response to DNA damage stimulus and DNA repair were significantly enriched in the up-regulated genes (Figure 4). 

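All 67 genes of the heat map in Fig. 4 were tested, and all 67 were up-regulated by both mimics (edgeR, adjusted p under 0.05 in both contrasts, n = 3 per group). Their median log2 fold change was 0.505 with poly(dA-dT), from 0.0942 to 2.39, and 0.305 with poly(I:C), from 0.0839 to 3.48. The heat map was itself drawn from genes the paper had found to be up-regulated by both. A log2 fold change over 0.5 was reached by 35 of the genes with poly(dA-dT) and by 22 with poly(I:C). The direct comparison of the mimics placed 36 of them higher with poly(dA-dT) and 15 higher with poly(I:C), and left 16 without a difference past the threshold. Only 4 of the 67 remained when an absolute log2 fold change of at least 1 with both mimics was required. For the terms as a whole, the paper's Table S2 gives 95 up-regulated genes in cellular response to DNA damage stimulus (the paper's p = 3.3e-12) and 67 in DNA repair (the paper's p = 1.2e-07). From this enrichment the paper concludes that the DNA damage response is engaged at the level of transcripts.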

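*Atm* (ENSMUSG00000034218, chromosome 9 from 53439149 to 53536740 on GRCm38) rose from 92.06 ± 1.297 CPM in the Mock group to 129.7 ± 6.56 with poly(dA-dT) and 239.9 ± 2.93 with poly(I:C) (SD, n = 3), log2 fold changes of 0.49002 (standard error 0.0284, edgeR adjusted p = 3.4e-25) with poly(dA-dT) and 1.38 (standard error 0.0264, edgeR adjusted p = 4.0e-54) with poly(I:C). *Brca2* (ENSMUSG00000041147, chromosome 5 from 150522630 to 150570329) changed less, by 0.341 (standard error 0.0428, edgeR adjusted p = 9.4e-11) with poly(dA-dT) and 0.239 (standard error 0.0438, edgeR adjusted p = 1.8e-06) with poly(I:C). *Rad52* (ENSMUSG00000030166, chromosome 6 from 119902698 to 119922828) had 1.84 (standard error 0.0665, edgeR adjusted p = 9.2e-37) with poly(dA-dT) and 1.19 (standard error 0.0743, edgeR adjusted p = 1.3e-23) with poly(I:C). The direct comparison placed it lower with poly(I:C) than with poly(dA-dT), with a log2 fold change of -0.645 (standard error 0.0561, edgeR adjusted p = 1.1e-16). For *Rad9b* (ENSMUSG00000038569), with 21 to 63 counts per sample, the log2 fold changes were 0.991 (standard error 0.188, edgeR adjusted p = 3.7e-06) with poly(dA-dT) and 0.947 (standard error 0.191, edgeR adjusted p = 1.2e-05) with poly(I:C). *Rad18* (ENSMUSG00000030254) rose by 0.132 with poly(dA-dT) and 0.198 with poly(I:C). In the PARP family, 10 of 12 tested genes were up-regulated by both mimics and 1 was down-regulated by both, with median log2 fold changes of 0.770 and 1.40 over the family. The offset for gene length and GC content took *Brca2* with poly(dA-dT) up to 0.6497. The paper lists these genes as the members of the DNA damage response that are raised.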

Those genes includes *Atm, Brca2*, several members in PARP (Poly (ADP-ribose) polymerase) family and DNA repair proteins *Rad9b, Rad18, Rad 51, Rad52* (Figure 4). Interestingly, the two heavily induced genes *Parp9* and *Dtx3l* are well characterized DNA damage response proteins that form a heterodimer in DNA repair (47, 48). 

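*Parp9* (ENSMUSG00000022906, chromosome 16 from 35938470 to 35972605 on GRCm38) and *Dtx3l* (ENSMUSG00000049502, chromosome 16 from 35926511 to 35939151) are neighbors whose annotated ends overlap. *Parp9* rose from 57.02 ± 2.57 CPM in the Mock group to 254.8 ± 4.404 with poly(dA-dT) and 483.2 ± 6.38 with poly(I:C) (SD, n = 3), and *Dtx3l* from 41.93 ± 1.19 to 219.1 ± 4.79 and 468.4 ± 3.52 (SD, n = 3). The log2 fold changes of *Parp9* were 2.16 (standard error 0.0267, edgeR adjusted p = 7.0e-66) with poly(dA-dT) and 3.08 (standard error 0.02598, edgeR adjusted p = 4.3e-77) with poly(I:C), and those of *Dtx3l* 2.39 (standard error 0.0278, edgeR adjusted p = 1.4e-67) with poly(dA-dT) and 3.48 (standard error 0.0266, edgeR adjusted p = 8.4e-80) with poly(I:C). With each replicate left out in turn, *Dtx3l* stayed between 2.37 and 2.403 with poly(dA-dT) and between 3.47 and 3.5004 with poly(I:C). Scaling by library size alone changed *Parp9* most, to 2.23 and 2.99. *Dtx3l* had the largest log2 fold change of the 67 repair genes with both mimics. From an earlier study that ties the pair to interferon signaling, together with its own data, the paper proposes that repair genes raised by infection may regulate antiviral signaling.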

Parp9 and Dtx3l have been recently implicated in enhancing interferon signaling and controlling viral infection (49). This study and our data altogether suggest that DNA damage repair genes being up-regulated upon viral infection may regulate the antiviral immunity signaling process. Consistently, here we report the identification of a large group of DNA repair genes that can be induced upon antiviral immunity activation, providing a valuable resource for future investigation of their potential roles in viral infection defense.

**Figure 4:**
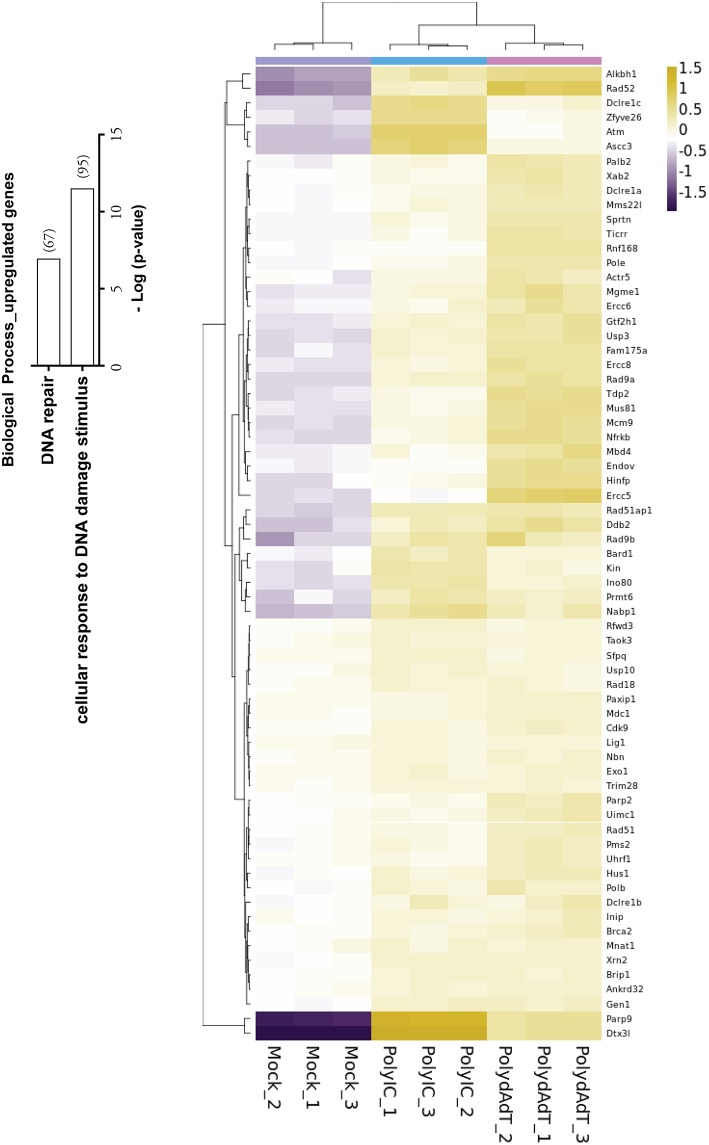
Histogram showing the –Log (*p*-value) of the enrichment of genes in biological processes of DNA repair and cellular response to DNA damage stimulus, with the number of genes up-regulated in bracket. Heat map shows the genes in DNA repair process that are up-regulated by PolydAdT and PolyIC stimulation.

### Molecular Function Analysis Reveals Induction of Helicases, Nucleases, Methyltransferases, and Protein Ubiquitin-Ligases Upon Antiviral Immunity Activation

To investigate whether the up-regulated genes are related to certain molecular functions, among the enriched GO terms we examined molecular functions. We found that except for DNA or RNA binding functions, genes which encode proteins with different enzymatic activities were found to be enriched within the up-regulated genes. These molecular functions include ligase activity, helicase activity, nuclease activity, methyltransferase activity as well as ubiquitin-protein ligase and transferase activity (Figure 5A). 

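The genes of the heat maps in Figs. 5B–E were tested with edgeR (n = 3 per group). All 36 helicase genes, all 30 nuclease genes and all 38 methyltransferase genes were up-regulated by both mimics, and so were the 69 of 70 ubiquitin-protein transferase genes that had enough counts to be tested. The genes of the maps had been chosen by the paper because they were up-regulated by both. The median log2 fold changes with poly(dA-dT) and poly(I:C) were 0.572 and 0.457 for helicases, 0.609 and 0.445 for nucleases, 0.654 and 0.629 for methyltransferases, and 0.602 and 0.683 for ubiquitin-protein transferases. The ranges reached from 0.102 to 3.61 and from 0.0663 to 4.23 for helicases, and from 0.160 to 5.16 and from 0.0839 to 7.10 for ubiquitin-protein transferases. With an absolute log2 fold change of at least 1 required for both mimics, 6 helicases, 6 nucleases, 4 methyltransferases and 17 ubiquitin-protein transferases remained, the largest change under any setting. For the full terms the paper's Table S2 gives 88 genes for ligase activity (the paper's p = 2.7e-12), 36 for helicase activity (the paper's p = 4.4e-07), 30 for nuclease activity (the paper's p = 1.9e-05), 38 for methyltransferase activity (the paper's p = 4.0e-05) and 70 for ubiquitin-protein transferase activity (the paper's p = 1.2e-07). From these terms the paper concludes that genes for several enzymatic activities are enriched among the up-regulated genes.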

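Among the 36 helicase genes of Fig. 5B, *Dhx58* had the largest log2 fold change with poly(dA-dT) and *Ifih1* with poly(I:C). *Dhx58* (ENSMUSG00000017830, chromosome 11 from 100694884 to 100704271 on GRCm38) rose from 10.87 ± 0.241 CPM in the Mock group to 132.6 ± 2.91 with poly(dA-dT) and 203.0 ± 6.04 with poly(I:C) (SD, n = 3), log2 fold changes of 3.61 (standard error 0.0431, edgeR adjusted p = 6.0e-67) with poly(dA-dT) and 4.23 (standard error 0.0401, edgeR adjusted p = 8.9e-74) with poly(I:C). *Ifih1* (ENSMUSG00000026896) went from 30.73 ± 0.661 to 261.6 ± 3.28 and 578.8 ± 5.796 CPM (SD, n = 3), and its log2 fold changes were 3.09 with poly(dA-dT) and 4.23 with poly(I:C). *Ddx58* (ENSMUSG00000040296, chromosome 4 from 40203773 to 40239828) went from 112.4 ± 2.16 to 631.3 ± 5.55 and 964.1 ± 11.3 (SD, n = 3), with 2.49 (standard error 0.0221, edgeR adjusted p = 3.4e-75) with poly(dA-dT) and 3.101 (standard error 0.0223, edgeR adjusted p = 1.9e-81) with poly(I:C). With poly(dA-dT), *Dhx58* moved most under the offset for gene length and GC content, to 3.495. The paper counts these genes, as well-characterized viral sensors, among its most heavily induced helicases.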

For the helicase activity, among the most heavily induced genes we found *Ddx58* (RIG-I), *Ifih1* (MDA5), and *Dhx58* (LGP2), which are well-characterized viral sensors in innate immunity (50). 

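*Mov10* (ENSMUSG00000002227, chromosome 3 from 104794836 to 104818563 on GRCm38) rose from 57.88 ± 0.996 CPM in the Mock group to 133.5 ± 2.91 with poly(dA-dT) and 242.2 ± 3.82 with poly(I:C) (SD, n = 3), log2 fold changes of 1.205 (standard error 0.0292, edgeR adjusted p = 2.6e-47) with poly(dA-dT) and 2.06 (standard error 0.0271, edgeR adjusted p = 1.1e-64) with poly(I:C). *Helz2* (ENSMUSG00000027580, chromosome 2 from 181227615 to 181242027) rose from 119.4 ± 3.49 to 831.5 ± 5.57 and 1449 ± 15.6 CPM (SD, n = 3), with 2.7995 (standard error 0.0208, edgeR adjusted p = 4.4e-80) with poly(dA-dT) and 3.6005 (standard error 0.0212, edgeR adjusted p = 7.3e-87) with poly(I:C). Both genes were higher with poly(I:C) than with poly(dA-dT) in the direct comparison, *Mov10* by 0.8601 (standard error 0.0238, edgeR adjusted p = 9.0e-44) and *Helz2* by 0.801 (standard error 0.0187, edgeR adjusted p = 2.9e-48) on the log2 scale. A fit with the replicate block and the offset for length and GC content took *Mov10* with poly(dA-dT) to 1.07 and *Helz2* to 2.97.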

The recently identified antiviral effectors *Mov10* (51) and *Helz2* (52) were also highly up-regulated (Figure 5B). 

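Families were read from the gene symbols over all tested genes, not only those of the heat map. In the MCM family, 6 of 9 tested genes were up-regulated by both mimics and 0 down-regulated by both, with median log2 fold changes of 0.203 with poly(dA-dT) and 0.126 with poly(I:C) and an odds ratio of 6.92 against the other tested genes (Fisher's exact test, adjusted p = 0.0159). The DDX family had 19 of 35 up-regulated and 5 down-regulated by both mimics, with an odds ratio of 4.12 for up-regulation (Fisher's exact test, adjusted p = 0.000194) and medians of 0.142 and 0.148. In the DHX family, 3 of 16 were up-regulated and 3 down-regulated by both, with an odds ratio of 0.796 (Fisher's exact test, p = 0.732) and medians of 0.0903 and -0.0372. Single treatments gave 9 up- and 4 down-regulated DHX genes with poly(dA-dT), and 5 and 6 with poly(I:C). With the length and GC offset, 4 MCM genes were up-regulated and 2 down-regulated by both mimics (Fisher's exact test, adjusted p = 0.259), and with library size only 4 and 0 (Fisher's exact test, adjusted p = 0.265). With counts scaled to *Nono*, 13 DHX genes were up-regulated by both (Fisher's exact test, adjusted p = 0.00585). Of the 36 genes in the helicase heat map itself, 6 reached an absolute log2 fold change of at least 1 with both mimics. From the members in its list, the paper concludes that multiple members of these families are induced upon antiviral activation.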

Apart from that, multiple members in MCM (Minichromosome maintenance protein complex) family, DDX (DEAD-box helicases) family, DHX (DEAH-box helicases) family were significantly induced upon antiviral immunity activation (Figure 5B). 

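*Ino80* (ENSMUSG00000034154, chromosome 2 from 119373042 to 119477687 on GRCm38) rose from 55.91 ± 0.6803 CPM in the Mock group to 80.72 ± 2.44 with poly(dA-dT) and 100.8 ± 3.25 with poly(I:C) (SD, n = 3), log2 fold changes of 0.526 (standard error 0.03501, edgeR adjusted p = 3.8e-22) with poly(dA-dT) and 0.846 (standard error 0.0338, edgeR adjusted p = 2.5e-34) with poly(I:C). *Chd5* (ENSMUSG00000005045), with 6.502 ± 0.351 CPM in the Mock group (SD, n = 3), had 0.978 (standard error 0.0888, edgeR adjusted p = 5.9e-16) with poly(dA-dT) and 0.682 (standard error 0.0941, edgeR adjusted p = 1.8e-09) with poly(I:C). *Ep400* (ENSMUSG00000029505) changed by 0.128 (standard error 0.02204, edgeR adjusted p = 4.9e-07) with poly(dA-dT) and 0.455 (standard error 0.0218, edgeR adjusted p = 9.1e-30) with poly(I:C), and *Ascc3* (ENSMUSG00000038774) by 0.617 (standard error 0.0292, edgeR adjusted p = 5.3e-30) with poly(dA-dT) and 1.35 (standard error 0.0272, edgeR adjusted p = 1.1e-52) with poly(I:C). In every treated replicate, all 4 genes were above every Mock replicate. The offset for gene length and GC content took *Ep400* with poly(dA-dT) to 0.3404 and *Ascc3* to 0.835. From these and the other helicases, the paper proposes that a diverse group of helicases is induced for antiviral defense.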

In addition, helicase components of certain chromatin remodeling or modifying complexes such as *Ino80, Chd5, Ep400, Ascc3* were also induced (Figure 5B). These results show that a variety of helicases (including the ones with unclear roles in viral defense such as MCM complex members) are up-regulated, suggesting a diverse group of helicases may be induced and function in antiviral defense upon viral infection.

**Figure 5:**
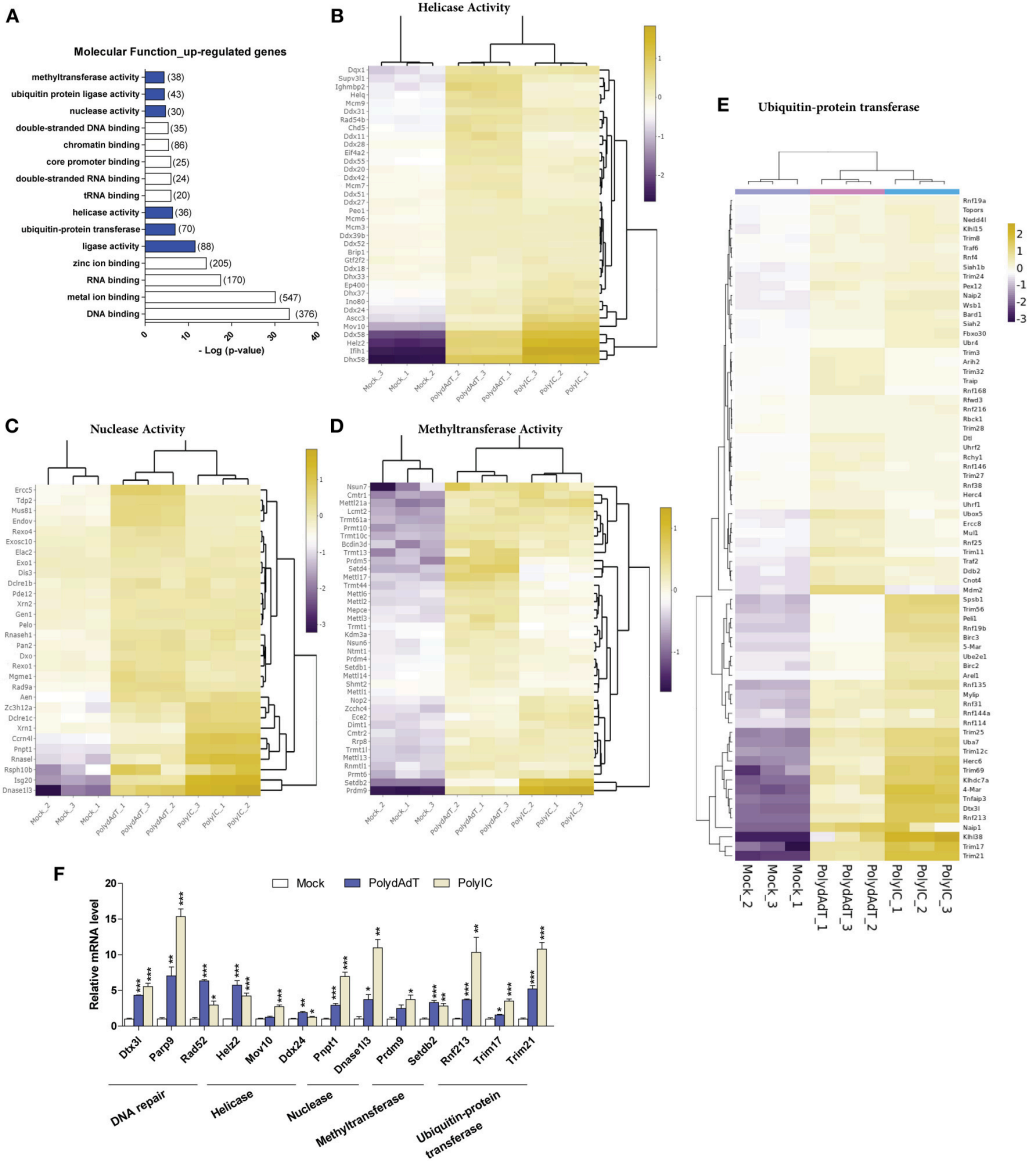
Viral mimics stimulation up-regulates genes with enzymatic activity in DNA and RNA processing. **(A)** Top molecular functions over-represented in the up-regulated genes. Number in bracket indicates the number of genes associated with the term. **(B–E)** Heat maps showing genes with helicase activity **(B)**, nuclease activity **(C)**, methyltransferase activity **(D)**, and ubiquitin-protein transferase **(E)** that are up-regulated by viral mimic stimulation. Scale bar: log2 (relative expression level). **(F)** qPCR quantification of the relative expression of selected genes of different molecular functions. *Nono* housekeeping gene was used as the internal control for normalization. Student's t-test was applied to compare the value of PolydAdT or PolyIC to the Mock group respectively. *p < 0.05, **p < 0.01, ***p < 0.001. *n* ≥ 3 biological replicates.

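*Isg20* (ENSMUSG00000039236, chromosome 7 from 78913424 to 78920396 on GRCm38) rose from 15.00 ± 0.791 CPM in the Mock group to 52.63 ± 1.12 with poly(dA-dT) and 134.4 ± 5.35 with poly(I:C) (SD, n = 3), log2 fold changes of 1.804 (standard error 0.0531, edgeR adjusted p = 4.8e-42) with poly(dA-dT) and 3.16 (standard error 0.0442, edgeR adjusted p = 6.9e-63) with poly(I:C). *Pnpt1* (ENSMUSG00000020464, chromosome 11 from 29130744 to 29161828) rose by 1.005 (standard error 0.0261, edgeR adjusted p = 2.1e-45) with poly(dA-dT) and 1.896 (standard error 0.0245, edgeR adjusted p = 3.8e-65) with poly(I:C). *Zc3h12a* (ENSMUSG00000042677) rose by 0.713 (standard error 0.07304, edgeR adjusted p = 7.5e-14) with poly(dA-dT) and 1.22 (standard error 0.0681, edgeR adjusted p = 4.4e-26) with poly(I:C). These 3 were higher with poly(I:C) than with poly(dA-dT) in the direct comparison, with adjusted p between 1.5e-46 (*Pnpt1*) and 4.2e-11 (*Zc3h12a*) in edgeR. Gene length and GC content as an offset moved *Zc3h12a* most, to a log2 fold change with poly(dA-dT) of 0.5596. The paper takes these known antiviral nucleases as the ones already tied to infection or interferon.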

Consistent with previous studies, the nucleases that are known to be induced by viral infection or interferon such as *Isg20* (40), *Pnpt1* (53), *Rnasel* (54), and *Zc3h12a* (55) were found to be heavily up-regulated in our data sets (Figure 5C). Our data further identified numerous ribonuclease and deoxyribonuclease genes with unknown roles in viral infection such as *Dnase1l3, Dclre1c, Rexo1, Dxo*, and *Mgme1* (Figure 5C). 

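*Dnase1l3* (ENSMUSG00000025279, chromosome 14 from 7964533 to 7994573 on GRCm38) had the largest log2 fold change of the 30 nuclease genes in Fig. 5C with both mimics. It rose from 0.2408 ± 0.107 CPM in the Mock group to 2.225 ± 0.293 with poly(dA-dT) and 4.364 ± 0.451 with poly(I:C) (SD, n = 3), with 2 to 89 counts per sample, log2 fold changes of 3.12 (standard error 0.309, edgeR adjusted p = 2.2e-14) with poly(dA-dT) and 4.096 (standard error 0.262, edgeR adjusted p = 5.6e-23) with poly(I:C). *Dclre1c* (ENSMUSG00000026648) rose by 0.553 (standard error 0.0749, edgeR adjusted p = 9.6e-10) with poly(dA-dT) and 1.16 (standard error 0.0685, edgeR adjusted p = 9.7e-25) with poly(I:C). *Rexo1* (ENSMUSG00000047417) rose by 0.571 with poly(dA-dT) and 0.328 with poly(I:C), *Dxo* (ENSMUSG00000040482) by 0.555 with poly(dA-dT) and 0.468 with poly(I:C) and *Mgme1* (ENSMUSG00000027424) by 0.786 with poly(dA-dT) and 0.423 with poly(I:C), with standard errors of at most 0.06202. The direct comparison placed *Rexo1* and *Mgme1* lower with poly(I:C) than with poly(dA-dT), with differences of -0.243 (standard error 0.0274, edgeR adjusted p = 3.2e-12) and -0.363 (standard error 0.0555, edgeR adjusted p = 3.2e-08). Leaving out one replicate moved *Dnase1l3* most, between 2.82 and 3.39 with poly(dA-dT). From nucleases with such different known functions, the paper proposes that a variety of them could restrict viral genomes.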

Interestingly, the up-regulated nucleases seem to play diverse functional roles in different cellular processes. For example, Mgme1 exonuclease is required for mitochondrial genome synthesis (56), Dnase1l3 is involved in degrading chromatin released by apoptotic cells (57), and Dclre1c has a functional role in DNA damage repair (58). Therefore, our data suggest that a variety of nuclease genes can be induced by the activation of antiviral immunity and they may be involved in restricting the viral genome replication.

Recent studies identified novel roles of certain histone methyltransferases in antiviral immunity. For example, Setdb2 and Prmt6 were involved in defense against Influenza A virus and HIV-1 infection (59, 60). Our data also showed that the methyltransferase activity was significantly over-represented in the up-regulated genes upon antiviral immunity activation (Figure 5A). Among the up-regulated methyltransferase genes we found histone methyltransferases such as *Setdb1, Setdb2, Setd4, Prmt6, Prdm4*, and *Prdm9* (Figure 5D). 

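*Prdm9* (ENSMUSG00000051977, chromosome 17 from 15543079 to 15564354 on GRCm38) had the largest log2 fold change of the 38 methyltransferase genes in Fig. 5D with both mimics. It rose from 7.345 ± 0.122 CPM in the Mock group to 26.65 ± 1.01 with poly(dA-dT) and 52.65 ± 3.82 with poly(I:C) (SD, n = 3), log2 fold changes of 1.86 (standard error 0.0776, edgeR adjusted p = 4.3e-33) with poly(dA-dT) and 2.84 (standard error 0.0674, edgeR adjusted p = 3.2e-48) with poly(I:C). *Setdb2* (ENSMUSG00000071350, chromosome 14 from 59402009 to 59440884) rose by 0.876 (standard error 0.0521, edgeR adjusted p = 1.2e-24) with poly(dA-dT) and 1.91 (standard error 0.0454, edgeR adjusted p = 3.6e-48) with poly(I:C). *Setd4* (ENSMUSG00000022948) rose by 1.21 (standard error 0.102, edgeR adjusted p = 3.0e-17) with poly(dA-dT) and 0.484 (standard error 0.117, edgeR adjusted p = 1.9e-04) with poly(I:C) and differed by -0.723 (standard error 0.0963, edgeR adjusted p = 7.2e-10) between poly(I:C) and poly(dA-dT). *Prmt6* (ENSMUSG00000049300) had 0.628 with poly(dA-dT) and 0.7902 with poly(I:C). The changes of *Setdb1* (ENSMUSG00000015697), 0.344 with poly(dA-dT) and 0.263 with poly(I:C), and of *Prdm4* (ENSMUSG00000035529), 0.361 with poly(dA-dT) and 0.309 with poly(I:C), were the smallest, with standard errors of at most 0.0323. For *Prmt6* with poly(dA-dT), the largest shift came from the offset for length and GC content, to 0.522, and for *Setdb1* with poly(I:C) from scaling by library size alone, to 0.172. The paper concludes that histone methyltransferases belong to the induced methyltransferases.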

Surprisingly, a lot of genes with RNA methyltransferase activity were also induced. Multiple members of Mettl (Methyltransferase like) gene family showed significant up-regulation, such as *Mettl1, Mettl2, Mettl3, Mettl6, Mettl13*, and *Mettl14* (Figure 5D). 

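*Mettl3* (ENSMUSG00000022160, chromosome 14 from 52294841 to 52305128 on GRCm38) rose from 18.61 ± 0.782 CPM in the Mock group to 29.68 ± 2.399 with poly(dA-dT) and 23.03 ± 0.2195 with poly(I:C) (SD, n = 3), log2 fold changes of 0.685 (standard error 0.0603, edgeR adjusted p = 1.7e-16) with poly(dA-dT) and 0.311 (standard error 0.0646, edgeR adjusted p = 1.9e-05) with poly(I:C). *Mettl14* (ENSMUSG00000028114, chromosome 3 from 123368297 to 123386108) rose by 0.305 (standard error 0.0374, edgeR adjusted p = 4.8e-11) with poly(dA-dT) and 0.171 (standard error 0.0385, edgeR adjusted p = 7.2e-05) with poly(I:C). *Mettl2* (ENSMUSG00000020691), *Mettl6* (ENSMUSG00000021891) and *Mettl13* (ENSMUSG00000026694) had log2 fold changes of 0.669, 0.654 and 0.621 with poly(dA-dT) and of 0.444, 0.329 and 0.639 with poly(I:C). *Mettl1* (ENSMUSG00000006732) changed least with poly(dA-dT), by 0.178 (standard error 0.0478, edgeR adjusted p = 7.4e-04). Over the whole METTL family, 8 of 21 tested genes were up-regulated and 3 down-regulated by both mimics, an odds ratio of 2.13 for up-regulation (Fisher's exact test, adjusted p = 0.156). Scaling by library size alone moved *Mettl14* with poly(I:C) to 0.0799, and the offset for length and GC content moved it with poly(dA-dT) to 0.499. From these members the paper concludes that multiple members of the *Mettl* family are up-regulated.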

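All 10 of these genes were up-regulated by both mimics (edgeR, n = 3 per group). Among those for rRNA, *Nop2* (ENSMUSG00000038279, chromosome 6 from 125131909 to 125144753 on GRCm38) rose from 136.5 ± 4.95 CPM in the Mock group to 165.6 ± 4.62 with poly(dA-dT) and 200.8 ± 5.0999 with poly(I:C) (SD, n = 3), log2 fold changes of 0.281 (standard error 0.0258, edgeR adjusted p = 9.9e-16) with poly(dA-dT) and 0.559 (standard error 0.0254, edgeR adjusted p = 4.4e-31) with poly(I:C). *Dimt1* (ENSMUSG00000021692) rose by 0.426 with poly(dA-dT) and 0.647 with poly(I:C), and *Rnmtl1* (ENSMUSG00000038046, named *Mrm3* in the reference annotation) by 0.621 with poly(dA-dT) and 0.513 with poly(I:C). Among those for tRNA, *Trmt13* (ENSMUSG00000033439) changed most, by 1.095 (standard error 0.102, edgeR adjusted p = 1.7e-15) with poly(dA-dT) and 0.903 (standard error 0.106, edgeR adjusted p = 1.2e-11) with poly(I:C), and *Trmt1* (ENSMUSG00000001909) least with poly(I:C), by 0.146 (standard error 0.0375, edgeR adjusted p = 4.4e-04). The log2 fold changes of *Trmt1l*, *Trmt10c* and *Trmt44* were 0.656, 0.8502 and 0.7799 with poly(dA-dT), and 0.672, 0.798 and 0.365 with poly(I:C). For the cap, *Cmtr1* (ENSMUSG00000024019) rose by 1.02 with poly(dA-dT) and 1.204 with poly(I:C) and *Cmtr2* (ENSMUSG00000046441) by 0.493 with poly(dA-dT) and 0.6195 with poly(I:C). The least stable was *Trmt1* with poly(I:C), which scaling by library size alone brought to 0.0553. From these genes the paper proposes that RNA methyltransferases act on viral genomes or transcripts.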

Other RNA-related methyltransferases included those modifying rRNA (Rnmtl1, Dimt1, Nop2), tRNA (Trmt1l, Trmt1, Trmt13, Trmt10c, Trmt44), or methylating the mRNA 5′-Cap (Cmtr1, Cmtr2) (Figure 5D). Altogether, these findings show that multiple genes related to histone and RNA methyltransferase activity are up-regulated upon antiviral immunity activation, suggesting novel functions of those methyltransferases in controlling viral genome or transcripts after viral infection.

The above results show that antiviral immunity activation lead to the increased expression of helicases, nucleases and methyltransferases which may potentially modify the viral DNA or RNA during infection. At protein level, recent studies have begun to reveal that the ubiquitin-proteasome system plays an important and complex role during viral infection (61–63). Our RNA-seq data analysis also identified ubiquitin-protein transferase and ligase activity as molecular functions that were significantly over-represented in the up-regulated genes after viral mimic stimulation (Figure 5A). 

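Over all tested genes with *Trim* symbols, 26 of 45 were up-regulated by both mimics and 4 down-regulated by both, with median log2 fold changes of 0.493 with poly(dA-dT) and 0.407 with poly(I:C) and an odds ratio of 4.75 for up-regulation (Fisher's exact test, adjusted p = 4.4e-06). For *Rnf* symbols, 22 of 70 were up-regulated and 15 down-regulated by both, with medians of 0.0891 and 0.0529 and an odds ratio of 1.59 (Fisher's exact test, adjusted p = 0.122). In the heat map of Fig. 5E, all 69 tested genes were up-regulated by both mimics, with *Trim21* (ENSMUSG00000030966) at 3.23 (standard error 0.0374, edgeR adjusted p = 8.5e-68) with poly(dA-dT) and 4.39 (standard error 0.0334, edgeR adjusted p = 6.6e-80) with poly(I:C), and *Rnf213* (ENSMUSG00000070327) at 2.25 (standard error 0.0158, edgeR adjusted p = 2.7e-81) with poly(dA-dT) and 3.501 (standard error 0.0165, edgeR adjusted p = 9.1e-93) with poly(I:C). *Naip1* had too few counts to be tested. Of the 69, 17 had an absolute log2 fold change of at least 1 with both mimics.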

The up-regulated genes with ubiquitin-protein transferase activity contain multiple members of Trim (Tripartite motif containing) gene family and Rnf (Ring finger proteins) gene family (Figure 5E). Some of those ubiquitin ligase genes are reported to have antiviral functions. For example, Trim6 and Herc6 were found to potentiate the antiviral immunity signaling pathway (20, 21). However, the antiviral activity of Trim56 seems not to be attributed to the augmentation of interferon antiviral response (64). Whether the other Trim and Rnf genes have similar functions in regulating antiviral immunity remains unclear. We speculate that these up-regulated ubiquitin transferase genes may function to modify the antiviral signaling processes or directly target viral proteins.

Collectively, we discovered that numerous genes with helicase, nuclease, methyltransferase, ubiquitin-transferase functions are up-regulated upon viral mimic stimulations. We also verified the up-regulation of selected genes from different molecular functions by qPCR. The analysis shows that nearly all of these genes display significant induction upon PolydAdT and PolyIC stimulation (Figure 5F). Some of those genes have been reported to have antiviral activity or play roles in antiviral signaling processes. However, the potential roles of the majority of those genes in antiviral immunity remains to be further investigated.

### Viral Mimic Stimulation Down-Regulates Genes Involved in a Wide Spectrum of General Biological Processes, Cellular Components, and Molecular Functions

Apart from those gene programs being up-regulated, we found that following viral mimic stimulation there are many gene programs that are specifically over-represented among the down-regulated genes (Figure 2). Here, we only examined the gene ontology terms uniquely over-represented in the down-regulated gene list. The biological processes significantly enriched in the down-regulated genes include cell cycle and division (in red), protein translation, folding and transport (in blue), and a variety of metabolic processes (in yellow) (Figure 6A). 

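Without the ontology annotation in the files analysed here, families named by their symbols stand in for the metabolic, translation and cell cycle terms of Fig. 6A. Among the genes down-regulated by both mimics were 24 of 27 tested genes of the TCA cycle (median log2 fold changes -0.249 with poly(dA-dT) and -0.288 with poly(I:C)), 65 of 81 nuclear OXPHOS genes (-0.254 and -0.179) and 51 of 80 cytosolic ribosomal protein genes (-0.199 and -0.0923). The odds ratios for down-regulation were 26.9 (Fisher's exact test, adjusted p = 3.0e-12), 13.8 (Fisher's exact test, adjusted p = 1.7e-26) and 5.96 (Fisher's exact test, adjusted p = 5.3e-14). Of the 17 tested CDK genes, 6 were down-regulated and 3 up-regulated by both mimics (odds ratio 1.83, Fisher's exact test, p = 0.177). The paper's Table S2 gives 138 down-regulated genes for cell division (the paper's p = 2.3e-29), 180 for cell cycle (the paper's p = 2.6e-24) and 105 for translation (the paper's p = 4.7e-11). The list of genes down-regulated by both, 3254 with TMM normalization, held 730 genes when the counts were scaled to *Nono*. From these terms the paper concludes that cell cycle, protein production and metabolism are turned down.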

In terms of cellular components, genes associated with almost all cellular components showed down-regulations. The most significantly affected cellular components were extracellular exosome (with 786 genes down-regulated), mitochondrion (with 466 genes down-regulated), endoplasmic reticulum (with 378 gene down-regulated), Golgi apparatus (with 318 genes down-regulated) (Figure 6B). 

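For the proteasome, 26 of 37 tested subunit genes were down-regulated by both mimics and 3 up-regulated by both, with median log2 fold changes of -0.233 with poly(dA-dT) and -0.153 with poly(I:C) and an odds ratio of 7.96 for down-regulation (Fisher's exact test, adjusted p = 4.7e-09). The cytosolic ribosomal protein genes had 51 of 80 down-regulated and 1 up-regulated by both, with an odds ratio of 5.96 (Fisher's exact test, adjusted p = 5.3e-14). For mitochondrial ribosomal proteins the numbers were 19 and 6 of 77, with an odds ratio of 1.10 (Fisher's exact test, p = 0.408). In the paper's Table S2, ribosome holds 74 down-regulated genes (the paper's p = 1.8e-18) and proteasome complex 33 (the paper's p = 6.9e-12). The offset for length and GC content lowered the 51 cytosolic ribosomal protein genes to 38, scaling by library size alone raised them to 64, and scaling to *Nono* left 0. The proteasome genes became 4 with scaling to *Nono* (Fisher's exact test, adjusted p = 0.853).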

Actin and microtubule cytoskeleton, ribosome, lysosome, extracellular matrix, proteasome complex, spindle were also identified among the down-regulated genes (Figure 6B). For molecular functions, the most significantly affected ones were cadherin binding involved in cell-cell adhesion, oxidative reductase activity, structural constituent of ribosome, microtubule binding (Figure 6C). We also analyzed the down-regulated genes using KEGG pathway database. Pathways related to cell cycle, protein processing in ER, multiple metabolic pathways, oxidative phosphorylation in mitochondria and ribosome were significantly over-represented in the down-regulated genes (Figure S3A), which is highly consistent with the biological processes and cellular components. When we mapped the down-regulated genes to each pathway, we found that the down-regulated genes were situated at different parts of each pathway (Figures S3B, S4, down-regulated genes are labeled with red asterisk). 

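Of the 17 genes with *Cdk* symbols that were tested, 10 were down-regulated and 6 up-regulated with poly(dA-dT), and 7 and 5 with poly(I:C). Down-regulation by both mimics was found for 6 and up-regulation by both for 3. The median log2 fold change of the 17 genes was -0.171 with poly(dA-dT) and -0.0270 with poly(I:C), and single genes ranged from -0.758 to 0.891 with poly(dA-dT) and from -0.523 to 0.685 with poly(I:C). Against the other tested genes, the odds ratio for down-regulation by both was 1.83 (Fisher's exact test, p = 0.177). The number of genes down-regulated by both over the whole data set, 3254, was 730 with scaling to *Nono*. It was 7 when an absolute log2 fold change of at least 1 was required with both mimics.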

For example, in cell cycle, different cyclin-dependent kinases (CDKs) are down-regulated (Figures S4A, S5A). 

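Of 27 tested genes of the citrate cycle and the enzymes feeding it, 24 were down-regulated by both mimics and 1 up-regulated by both. With poly(dA-dT) alone 24 were down-regulated and 3 up-regulated, and with poly(I:C) alone 26 and 1. Their median log2 fold change was -0.249 with poly(dA-dT), between -0.726 and 0.0848, and -0.288 with poly(I:C), between -0.719 and 0.0930 (edgeR, n = 3 per group). No gene reached an absolute log2 fold change of 1 with either mimic. The odds ratio for down-regulation by both was 26.9 (Fisher's exact test, adjusted p = 3.0e-12), and the paper's Table S2 counts 24 genes in the KEGG pathway (the paper's p = 2.4e-12). Among the genes of this cycle that Fig. 7C also measures, *Sdhc* changed by -0.491 with poly(dA-dT) and -0.357 with poly(I:C) and *Sdhd* by -0.513 with poly(dA-dT) and -0.372 with poly(I:C), and scaling by library size alone moved *Sdhc* with poly(I:C) to -0.448.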

In Citrate cycle (TCA cycle), genes involved in almost every step of this metabolic pathway were affected (Figures S4B, S5B). In endoplasmic reticulum, multiple genes involved in protein folding and degradations are affected (Figures S4C, S5C).

**Figure 6:**
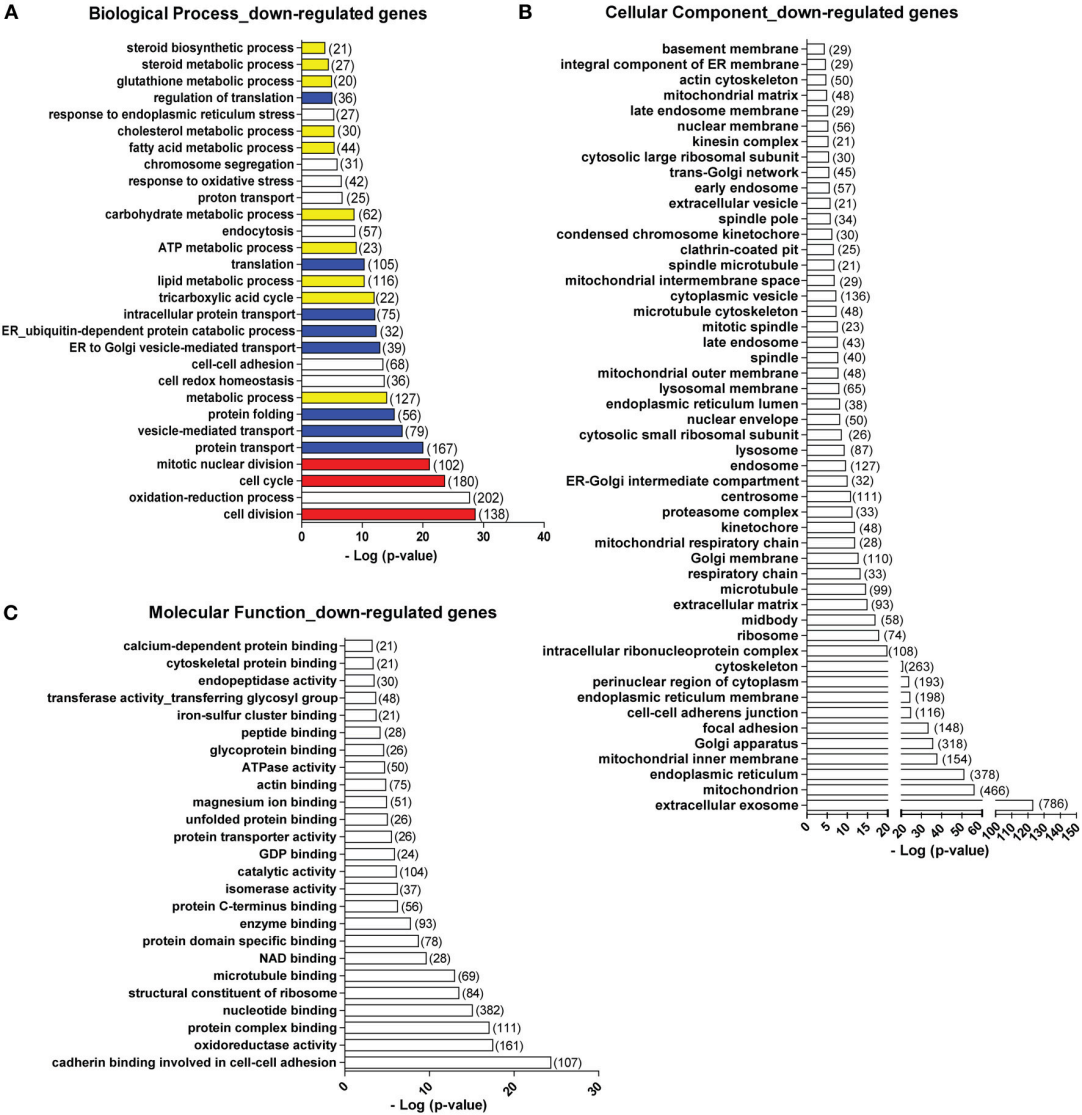
Top biological processes **(A)**, cellular components **(B)**, and molecular functions **(C)** over-represented in the down-regulated genes. Number in bracket indicates the number of genes associated with the term. Colors in **(A)**: red, cell cycle-related terms. Blue: protein translation and processing-related terms. Yellow: metabolic process-related terms.

It is noticeable that multiple gene ontology or KEGG pathway terms related to mitochondria and ribosome were identified in the down-regulated genes (Figure 6B; Figure S3A). 

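Mitochondria and ribosomes were followed through 4 families. Down-regulation by both mimics was found for 65 of 81 nuclear OXPHOS genes, 51 of 80 cytosolic ribosomal protein genes and 19 of 77 mitochondrial ribosomal protein genes, and for 0 of 11 OXPHOS genes encoded by mitochondrial DNA. The median changes in expression were -16.147% and -11.651% for the nuclear OXPHOS genes with poly(dA-dT) and poly(I:C), and -12.901% and -6.1985% for the cytosolic ribosomal proteins. In the paper's Table S2, mitochondrion has 466 down-regulated genes (the paper's p = 3.2e-56), mitochondrial inner membrane 154 (the paper's p = 2.3e-38) and structural constituent of ribosome 84 (the paper's p = 3.3e-14). Scaling to *Nono* left 4 nuclear OXPHOS and 0 cytosolic ribosomal protein genes down-regulated by both. A limit of at least 1 on the absolute log2 fold change with both mimics left 0 of either family. The repeated appearance of such terms leads the paper to look at OXPHOS and ribosomal protein genes one by one.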

We examined the genes related to oxidative phosphorylation (OXPHOS) in mitochondria and structural components of ribosome (Figure 7). 

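Of 83 nuclear genes for complexes I–V, 81 were tested. Down-regulation was found for 74 with poly(dA-dT), for 68 with poly(I:C) and for 65 with both, and 0 were up-regulated by both (edgeR, n = 3 per group). Their median log2 fold change was -0.254 with poly(dA-dT) and -0.179 with poly(I:C), median changes of -16.147% and -11.651%, and none reached an absolute log2 fold change of 1. Against 18.646 genes expected by chance, the odds ratio for down-regulation by both was 13.8 (Fisher's exact test, adjusted p = 1.7e-26). *Sdhc* (ENSMUSG00000058076, chromosome 1 from 171127165 to 171150603 on GRCm38) went from 128.1 ± 0.586 CPM in the Mock group to 91.16 ± 1.08 with poly(dA-dT) and 99.81 ± 2.297 with poly(I:C) (SD, n = 3). *Ndufs1* (ENSMUSG00000025968, chromosome 1 from 63143596 to 63176833) had log2 fold changes of -0.282 (standard error 0.0256, edgeR adjusted p = 6.4e-16) with poly(dA-dT) and -0.232 (standard error 0.0257, edgeR adjusted p = 1.6e-12) with poly(I:C). Of the 13 OXPHOS genes on mitochondrial DNA, which form part of the same complexes, 11 were tested, with 8 up-regulated and 0 down-regulated by both mimics, and median log2 fold changes of 0.195 and 0.774. Reads from nuclear copies of mitochondrial DNA could have been counted with them or removed, so their values are uncertain. The number of 65 fell to 4 when counts were scaled to *Nono*, was 60 with the offset for length and GC content and 69 with library size alone, and stayed at 65 with the replicate block. From Fig. 7A, the paper reports that the great majority of respiratory chain genes are turned down, and it proposes that antiviral activation acts against mitochondria.

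**Figure D3:**
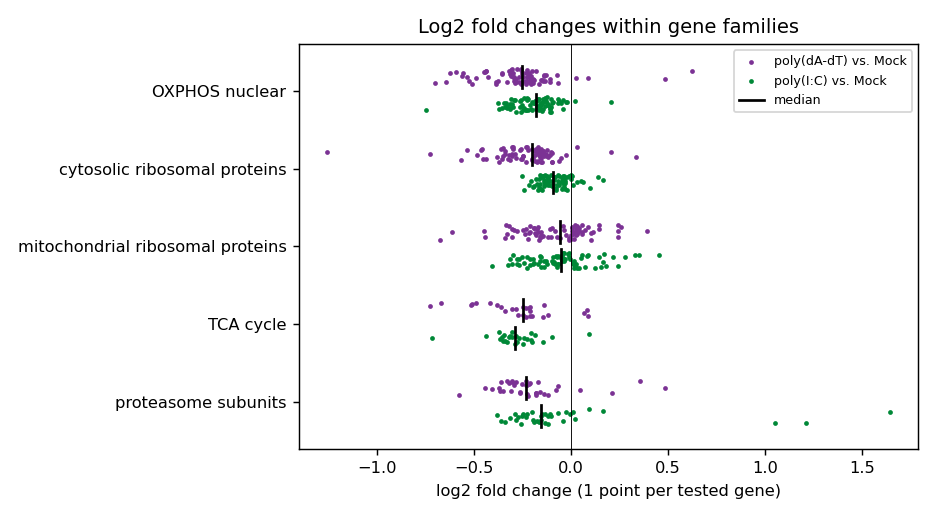
Log2 fold change against Mock (x axis) of every tested gene of 5 families (y axis), 1 point per gene and mimic, with a bar at the median. The medians of the nuclear OXPHOS genes lie at -0.254 with poly(dA-dT) and -0.179 with poly(I:C), and those of the TCA cycle at -0.249 and -0.288.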

Strikingly, the vast majority of genes encoding for the complex I–V in the respiratory chain of mitochondria showed consistent down-regulation (Figure 7A; Figure S6A). Similar results were observed for genes encoding ribosomal proteins localizing to both small and large ribosomal subunits (Figure 7B; Figure S6B). qPCR analysis further confirmed the down-regulation of multiple ribosome subunit genes such as *Rps25, Rpl9, Mrpl18*,*Rpl36a*, and the OXPHOS genes such as *Sdhc* and *Sdhd* (Figure 7C). 

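Of 83 genes for cytosolic ribosomal proteins, 80 were tested. Down-regulation was found for 76 with poly(dA-dT), for 53 with poly(I:C) and for 51 with both, against 1 up-regulated by both, with median log2 fold changes of -0.199 and -0.0923 (edgeR, n = 3 per group). Ribosomal protein genes have processed copies elsewhere in the genome, so reads could have been lost or split in the counting and single values are uncertain. By RNA-seq, *Rps25* (ENSMUSG00000009927, chromosome 9 from 44407139 to 44410427 on GRCm38) went from 474.0 ± 4.64 CPM in the Mock group to 349.8 ± 7.47 with poly(dA-dT) and 424.8 ± 3.47 with poly(I:C) (SD, n = 3), log2 fold changes of -0.439 (standard error 0.0207, edgeR adjusted p = 4.2e-30) with poly(dA-dT) and -0.158 (standard error 0.0205, edgeR adjusted p = 3.0e-10) with poly(I:C). *Rpl9* (ENSMUSG00000047215) changed by -0.316 with poly(dA-dT) and -0.1605 with poly(I:C), *Rpl36a* (ENSMUSG00000079435) by -0.357 with poly(dA-dT) and -0.2405 with poly(I:C), and the mitochondrial *Mrpl18* (ENSMUSG00000057388) by -0.675 (standard error 0.0389, edgeR adjusted p = 2.5e-25) with poly(dA-dT) and -0.328 (standard error 0.0374, edgeR adjusted p = 4.4e-12) with poly(I:C). *Sdhc* (ENSMUSG00000058076) changed by -0.491 (standard error 0.0272, edgeR adjusted p = 2.9e-26) with poly(dA-dT) and -0.357 (standard error 0.02699, edgeR adjusted p = 1.9e-19) with poly(I:C), and *Sdhd* (ENSMUSG00000000171) by -0.513 with poly(dA-dT) and -0.372 with poly(I:C). In TMM-normalized CPM, every treated replicate of all 6 genes lay below every Mock replicate. Relative to *Nono*, the reference of the qPCR, *Rps25* and *Rpl9* with poly(I:C) were above Mock, at mean levels of 1.0414 and 1.0398 of it. On that scale the mean levels of the other genes with poly(I:C), and of all 6 with poly(dA-dT), were below Mock. The qPCR itself is not in the files analysed here, and its levels read by eye from Fig. 7C fell much further than the counts. *Rpl36a* with poly(dA-dT) was moved most by the replicate block with the offset for length and GC content, to -0.196, and the number of 51 became 0 with counts scaled to *Nono*. From the ribosomal and OXPHOS genes together, the paper proposes that antiviral activation has a negative effect on mitochondria and ribosomes.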

These results suggest that activation of antiviral immunity has a negative impact on mitochondria and ribosomes.

**Figure 7:**
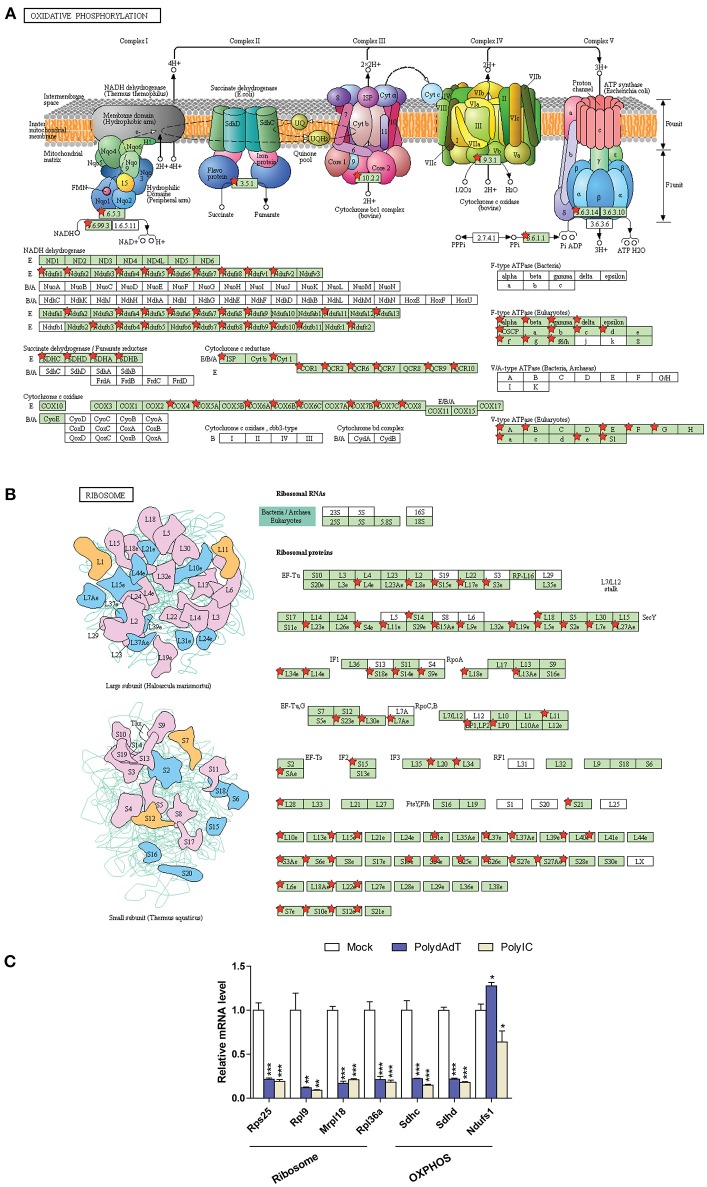
Down-regulated genes associated with oxidative phosphorylation in mitochondria **(A)** and ribosome submits **(B)** are mapped using KEGG pathway and labeled by red stars. **(C)** qPCR quantification of the relative gene expression of selected ribosome subunits or OXPHOS components. *Nono* housekeeping gene was used as the internal control for normalization. Student's *t-*test was applied to compare the value of PolydAdT or PolyIC to the Mock group, respectively. *p < 0.05, **p < 0.01, ***p < 0.001. *n* ≥ 3 biological replicates. Pathway maps in **(A,B)** are modified from KEGG pathway maps (with copyright permission for publication) using DAVID bioinformatics tool (36).

Collectively, we show evidence that antiviral immunity activation leads to the down-regulation of gene programs in a wide spectrum of general biological processes, cellular components, and pathways. It is important to point out that these biological processes, cellular components, and pathways affected were only significantly enriched in the down-regulated genes. In contrast, among the up-regulated genes we identified multiple pathways for antiviral or anti-microbial defense. Altogether, our findings demonstrate that the activation of antiviral immunity by viral mimics differentially affects the expression of sets of gene programs.

## Discussion

Synthetic viral genome analogs can activate the antiviral responses and induce the expression of type I interferon in mammalian cells of different species, such as mouse embryonic fibroblasts, human epithelial cells, rat hepatocyte, dog keratinocyte (28–31). In this study, we profiled the transcriptome changes of mouse embryonic fibroblast (MEFs) in response to viral mimic stimulation. Since the activation of antiviral responses by viral mimics seem to be highly conserved in different mammalian cells, mouse fibroblast can be a useful cell model to study the transcriptome changes by these viral analogs. We identified genes commonly up-regulated or down-regulated in response to dsDNA [poly (dA-dT)] and dsRNA [Poly (I:C)] viral mimics. 

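With an adjusted p under 0.05 by edgeR, 10047 of 14136 tested genes differed from the Mock group with poly(dA-dT), 9848 with poly(I:C), 12167 with at least one mimic and 7728 with both. An absolute log2 fold change of at least 1 as a further condition left 1076 up- and 58 down-regulated genes with poly(dA-dT) and 1402 and 74 with poly(I:C), the largest change under any of the alternatives. With DESeq2, which the paper's methods name, there were 4388 up- and 4386 down-regulated genes with poly(dA-dT) and 4455 and 4315 with poly(I:C).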

The expression of more than 8,000 genes are affected by poly (dA-dT) or Poly (I:C) stimulation after 6 h. The vast majority of the affected genes shows similar trend of up-regulation or down-regulation in response to poly (dA-dT) and Poly (I:C) stimulation, indicating that dsDNA and dsRNA mimics activate or suppress similar cellular processes and signaling pathways. 

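Of the 7728 genes past the threshold in both contrasts, 6429 (83.191%) changed in the same direction with both mimics, 3175 of them up and 3254 down. The other 1299 (16.809%) changed in opposite directions, 561 up with poly(dA-dT) and down with poly(I:C), and 738 the other way. Among genes with an absolute log2 fold change of at least 0.5 with both mimics, 1643 changed in the same and 47 in opposite directions. Across the 14136 tested genes, the log2 fold changes of the 2 contrasts had a Pearson correlation of 0.798 and a Spearman correlation of 0.596. Genes are not independent replicates, and both contrasts use the same Mock samples. The direct comparison of the mimics with edgeR (n = 3 per group) found 5130 genes higher and 4435 lower with poly(I:C) than with poly(dA-dT), 978 of them with an absolute log2 fold change of at least 1. Of the genes up-regulated by both, 1343 were significantly further up with poly(I:C) and 944 with poly(dA-dT). Requiring an absolute log2 fold change of at least 1 with both mimics left 1 gene with opposite directions, and the fit with the replicate block gave 1318. From the shared direction of most genes, the paper reasons that dsDNA and dsRNA mimics switch the same processes on or off.

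**Figure D4:**
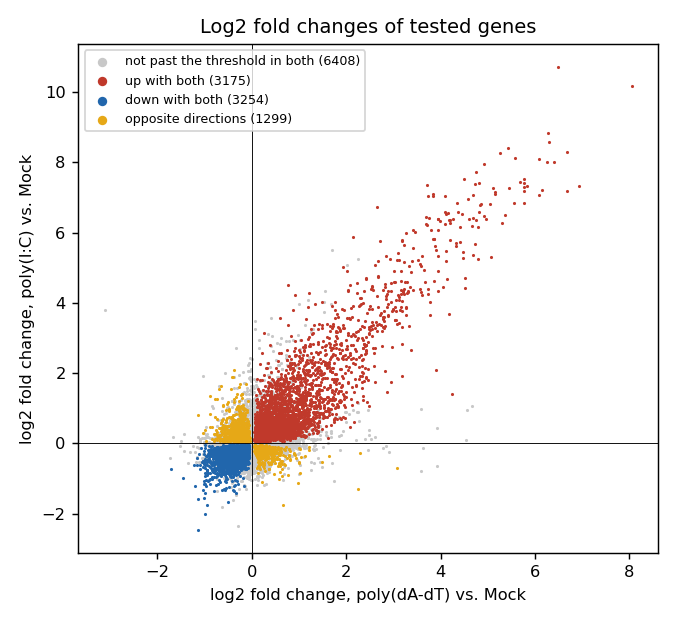
Log2 fold change against Mock with poly(dA-dT) (x axis) and with poly(I:C) (y axis) of each of the 14136 tested genes, coloured by whether the gene was up-regulated by both mimics (3175), down-regulated by both (3254), changed in opposite directions (1299) or not past the threshold in both contrasts. Most genes past the threshold lie in the quadrants where the signs are the same.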

The overall extent of gene up-regulation is significantly higher compared to gene down-regulation. This basically reflects the fact that the antiviral immunity pathway leads to major gene induction events, such as the induction of type-I interferons due to the activation of IRF3 and IRF7 and the subsequent up-regulation of interferon-stimulated genes (8, 65).

For the analysis, we focused on the genes up-regulated or down-regulated by both poly (dA-dT) and Poly (I:C) stimulation, because they are more likely to represent the set of genes affected by both dsDNA and dsRNA viral infection. Biological processes such as defense response to virus, negative regulation of viral genome response and innate immune response are very significantly over-represented in the up-regulated genes, which demonstrates that that poly (dA-dT) and Poly (I:C) stimulation faithfully activates the antiviral immunity pathway and antiviral response genes in our data.

Recent studies have shown that there is a positive feedback up-regulation of several antiviral mediators such as RIG-I, STING, cGAS, and IRF1 after viral mimic or type-I interferon treatment (66–69). Consistently, our data identified these genes being up-regulated after viral mimic stimulation. 

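The RIG-I gene *Ddx58* (ENSMUSG00000040296, chromosome 4 from 40203773 to 40239828 on GRCm38) had log2 fold changes of 2.49 (standard error 0.0221, edgeR adjusted p = 3.4e-75) with poly(dA-dT) and 3.101 (standard error 0.0223, edgeR adjusted p = 1.9e-81) with poly(I:C). The cGAS gene *Mb21d1* (ENSMUSG00000032344, chromosome 9 from 78430526 to 78443237) rose from 57.99 ± 1.295 CPM in the Mock group to 153.2 ± 4.82 with poly(dA-dT) and 241.6 ± 2.45 with poly(I:C) (SD, n = 3), with 1.4001 (standard error 0.0289, edgeR adjusted p = 1.1e-51) with poly(dA-dT) and 2.06 (standard error 0.0274, edgeR adjusted p = 3.3e-64) with poly(I:C). *Irf1* (ENSMUSG00000018899, chromosome 11 from 53770014 to 53778374) had 1.69 (standard error 0.0214, edgeR adjusted p = 2.7e-65) with poly(dA-dT) and 2.48 (standard error 0.0216, edgeR adjusted p = 4.2e-76) with poly(I:C). The STING gene *Tmem173* (ENSMUSG00000024349, chromosome 18 from 35733679 to 35740554) was at 8.566 ± 0.142 CPM in the Mock group, 8.546 ± 0.309 with poly(dA-dT) and 15.24 ± 1.57 with poly(I:C) (SD, n = 3). Its log2 fold changes were 0.00171 (standard error 0.0931, edgeR adjusted p = 0.988) with poly(dA-dT) and 0.851 (standard error 0.0814, edgeR adjusted p = 5.7e-15) with poly(I:C), and it was higher with poly(I:C) than with poly(dA-dT) by 0.8496 (standard error 0.0823, edgeR adjusted p = 1.1e-14) on the log2 scale. With 138 to 365 counts per sample, a change of *Tmem173* with poly(dA-dT) as small as its standard error was not detectable, and the alternatives placed it between -0.0913 and 0.0767. The paper sets these genes beside earlier reports of positive feedback on them and reasons that the same feedback is at work after the mimics.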

More importantly, we show evidence that the activation of antiviral immunity leads to a widespread positive feedback regulation of multiple signaling pathways which presumably function to defend against viral or microbial infections. Among these pathways, we identified Toll-like receptor signaling pathway, cytosolic DNA sensing pathway, RIG-I-Like receptor signaling pathway, NOD-like receptor pathway. Detailed analysis demonstrates that this positive feedback enhances the expression of genes functioning at different steps of these pathways, including sensors, signal transducers and transcription factors. Collectively, our study not only supports the previously identified positive feedback induction of certain genes in the antiviral signaling pathway, but also extends the positive feedback regulation to many genes functioning at multiple steps of several antiviral or anti-microbial pathways. It has been shown that the up-regulation of cGAS and STING are dependent on type-I interferon (66, 67), while the induction of RIG-I gene seems to be interferon-independent and IRF3-dependent (68). It remains to be further determined for which group of genes the positive feedback up-regulation relies on the type-I interferon, and for which group of genes the up-regulation only requires the activation of IRFs.

Several recent studies revealed that viral infection can elicit strong DNA damage response in the host cells (45, 70, 71). These studies demonstrate that the DNA damage response signaling cascade is activated at posttranslational level upon viral infection, one of the primary targets being the phosphorylation of ATM/ATR kinase and H2AX. Our data add novel insights at the transcriptome level, showing that viral mimics can up-regulate a group of genes involved in DNA damage response and DNA repair. These genes can be induced by both dsDNA and dsRNA viral mimics. The exact role of DNA damage response pathway activation in viral infection may depend on the type of virus and the host cells. In some cases the activation of DNA damage response may confer antiviral effect (72, 73), while for certain virus it seems to be essential for the efficient viral genome replication in the host cells (74–76). These are interesting scenarios but the exact functional roles of the genes up-regulated by viral mimic stimulation need to be further clarified.

Another important finding is the identification of groups of helicase genes, nuclease genes and methyltransferase genes can be up-regulated upon the activation of antiviral immunity. Some of the genes are previously identified interferon-stimulated genes such as *Isg20, Rnasel, Ifih1, Ddx58* (77). 

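All 4 of these genes were up-regulated by both mimics in the counts, and in each every treated replicate lay above every Mock replicate. The log2 fold changes were 2.7995 with poly(dA-dT) and 3.6005 with poly(I:C) for *Helz2*, 1.205 with poly(dA-dT) and 2.06 with poly(I:C) for *Mov10*, 0.876 with poly(dA-dT) and 1.91 with poly(I:C) for *Setdb2* and 0.628 with poly(dA-dT) and 0.7902 with poly(I:C) for *Prmt6*. *Prmt6* (ENSMUSG00000049300, chromosome 3 from 110246109 to 110250998 on GRCm38) was counted least, at 12.01 ± 1.31 CPM in the Mock group, 18.61 ± 0.706 with poly(dA-dT) and 20.96 ± 1.67 with poly(I:C) (SD, n = 3). Its changes, 0.628 (standard error 0.0744, edgeR adjusted p = 1.4e-11) with poly(dA-dT) and 0.7902 (standard error 0.0732, edgeR adjusted p = 1.5e-15) with poly(I:C), stayed between 0.522 and 0.706 with poly(dA-dT) under all alternatives. *Setdb2* (ENSMUSG00000071350, chromosome 14 from 59402009 to 59440884) stayed between 1.81 and 1.96 with poly(I:C). Beside these genes with known antiviral activity, the paper reports further induced classes and presents its data as a resource for studying their role in antiviral immunity.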

Genes which have been recently shown to exhibit antiviral activity such as *Mov10* (51), *Helz2* (52), *Setdb2* (59), *Prmt6* (60) are also found in our list of up-regulated genes. For example, Helz2 mediates the suppression of Dengue Virus, and Prmt6 methyltrasnferase seems to inhibit the genome replication of HIV-1 (52, 60). Apart from those genes with known antiviral function, we report novel classes of genes being induced upon the activation of antiviral immunity, including multiple members of MCM (Minichromosome maintenance protein complex) family, DDX (DEAD-box helicases) family, DHX (DEAH-box helicases), histone methyltransferases, and RNA methyltransferases. Therefore, our data set provides a valuable resource for further characterizing the functional role of these seemingly novel players in the context of antiviral immunity.

The ubiquitin system is an important regulator in diverse cellular processes such as protein turnover, endocytosis, innate immunity and other signaling pathways (78–80). Viruses have a complex interplay with the ubiquitin-proteasome system of the host cells. On one hand, viruses can highjack the host ubiquitin system to facilitate entry into the host cell and replication (81, 82) or evade the antiviral immunity (83, 84). On the other hand, the ubiquitination of viral proteins by Trim22 and Trim32 for proteasome degradation can restrict viral replication (14, 15). Importantly, ubiquitination also regulates the antiviral immunity pathway. For example, the activation of antiviral sensor RIG-I depends on the ubiquitin (16), and Trim4, Trim25, and Rnf135 can, respectively ubiquitinate RIG-I to trigger its activation (17–19). Trim6, Trim56, and Herc6 can also potentiate antiviral immunity by targeting other antiviral effectors in the infection of vesicular stomatitis virus (VSV), pestivirus, and influenza A virus, respectively (20, 21, 64). In contrast, Trim29 can negatively regulates innate immune response by targeting RIG-I and STING (11, 22, 23). In line with these observations, our analysis identified *Herc6, Rnf135, Trim6, Trim25, Trim32* genes being significantly up-regulated upon the stimulation of viral mimics, while *Trim29* was not induced. 

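*Trim25* (ENSMUSG00000000275, chromosome 11 from 88999376 to 89020293 on GRCm38) rose from 146.1 ± 0.263 CPM in the Mock group to 663.1 ± 8.65 with poly(dA-dT) and 947.3 ± 6.52 with poly(I:C) (SD, n = 3), log2 fold changes of 2.18 (standard error 0.0212, edgeR adjusted p = 1.0e-72) with poly(dA-dT) and 2.697 (standard error 0.0214, edgeR adjusted p = 8.6e-79) with poly(I:C). *Herc6* (ENSMUSG00000029798, chromosome 6 from 57581000 to 57664632) rose by 1.77 (standard error 0.05902, edgeR adjusted p = 7.9e-39) with poly(dA-dT) and 2.91 (standard error 0.0506, edgeR adjusted p = 7.4e-57) with poly(I:C), and *Rnf135* (ENSMUSG00000020707) by 1.44 with poly(dA-dT) and 1.97 with poly(I:C). *Trim6* (ENSMUSG00000072244), with 51 to 154 counts per sample, rose by 0.818 (standard error 0.136, edgeR adjusted p = 2.0e-07) with poly(dA-dT) and 1.25 (standard error 0.127, edgeR adjusted p = 6.9e-14) with poly(I:C). *Trim32* (ENSMUSG00000051675) rose by 0.546 (standard error 0.0422, edgeR adjusted p = 5.1e-19) with poly(dA-dT) and 0.224 (standard error 0.0446, edgeR adjusted p = 9.0e-06) with poly(I:C). *Trim29* (ENSMUSG00000032013, chromosome 9 from 43310848 to 43336115) had 0 to 1 counts per sample and was not tested, so a small induction was not detectable at this depth. No treated sample had more than 1 count. For *Trim32* with poly(dA-dT), the replicate block with the offset for length and GC content changed the value most, to 0.435. From genes that promote antiviral signaling being raised while *Trim29* is not, the paper reasons that ubiquitin ligases add another layer of positive feedback.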

We expect that the up-regulation of these genes positively enhances the antiviral immunity, adding another layer of positive feedback regulation. Moreover, there are many other ubiquitin-transferase or ligase genes, including multiple members of Trim and Rnf gene families. Although further analysis is required to understand their specific roles, the enhanced expression of ubiquitin-transferases or ligases upon the activation of antiviral immunity suggests an augmented ubiquitination activity upon viral infection and a possible direct involvement in antiviral defense.

In addition to the identification of novel groups of genes being induced, our study also shows that a broad spectrum of gene programs related to general biological processes, cellular components, and pathway is down-regulated upon activation of antiviral immunity. We identified gene programs involved in multiple metabolic pathways, biological processes such as cell cycle, protein translation and processing, cellular components such as cytoskeleton, mitochondria, and ribosome.

Previous studies found that viral infection can lead to suppression of certain metabolic pathways, such as fatty acid synthesis and sterol synthesis (85, 86). A recent study also showed that viral analogs down-regulated genes involved in metabolic process (87). There is also evidence that viral infection down-regulates genes involved in ribosome biogenesis and cytoskeleton regulation (88, 89). By identifying novel gene programs that are down-regulated, our study provides a more complete picture of the cellular processes and components negatively affected upon viral infection.

Viral genome analogs such as poly(dA-dT) and poly(I:C) serve as a simple and efficient way to activate the antiviral immunity in a variety of cell types. However, we have to point out that proteins encoded by different virus can also modulate the activation of innate immunity (90). Therefore, the influence of associated viral proteins is not captured in our data. Since the proteins expressed by different classes of virus vary, the degrees and duration of antiviral immunity elicited by different virus are expected to be different. Nevertheless, the understanding of transcriptome changes induced by viral genome analogs reveals novel groups of genes being up-regulated, which can be potential candidates for regulators or effectors in antiviral immune response.

In summary, our study provides valuable information about the transcriptome changes upon antiviral immunity activation. Our data revealed that gene programs associated with a wide range of general cellular processes and components are down-regulated, indicative of the cellular activities that are potentially negatively affected upon viral infection. We also identified novel groups of genes being up-regulated, altogether providing a useful resource for mining new antiviral effectors and characterizing their functions.

## Author Contributions

XX and PP designed the research; XX performed the research; XX, P-SL, and PP analyzed the data and wrote the paper. All authors read and approved the final manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

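MEFs were treated for 6 h with poly(dA-dT), poly(I:C) or transfection reagent alone (Mock), and mRNA was sequenced from 3 biological replicates of each condition. The authors aligned the reads with tophat2 to GRCm38.p4, counted the reads of each gene with HTSeq, and deposited these counts without normalization, as 1 file per sample. The paper gives no version or options of HTSeq, so how reads shared between near-identical genes were counted is not known. All 9 samples were mapped to their conditions from the labels and the paper, and none was left out. Chromosome, start and end, biotype and symbol of each gene were taken from the reference annotation of GRCm38.
The reads counted on genes ranged from 16904918 to 22092621 in the Mock group, from 15479693 to 19456810 in the poly(dA-dT) group and from 15448074 to 22688740 in the poly(I:C) group. Genes with few counts carry large standard errors, and every fold change is given with its own.
Genes were kept with filterByExpr of edgeR (minimum count 10, minimum total count 15), which left 14136 genes. Counts were normalized with TMM factors, and a quasi-likelihood negative binomial model of edgeR with 1 mean per condition was fitted to all 9 samples. The tested comparisons were poly(dA-dT) against Mock, poly(I:C) against Mock and poly(I:C) against poly(dA-dT), with p values adjusted by Benjamini-Hochberg over all tested genes and a threshold of 0.05. The standard error of a log2 fold change was derived from its quasi-likelihood test. CPM values in the text are TMM-normalized and given as mean ± SD over the 3 replicates. Distances between samples used log2 CPM with a prior count of 2.
Sizes of changes in up- and down-regulated genes were compared by permuting the direction over genes with 1e+05 resamples, for which the smallest p is 1e-05. Gene sets were the genes of the paper's heat maps and qPCR panels. Another 14 families were defined by symbol patterns over protein-coding genes, and their overlap with the genes changed by both mimics was tested with Fisher's exact test against the other tested genes, with Benjamini-Hochberg adjustment over the families. Most of these families are ones the paper names as changed in the same samples. For the qPCR genes, counts were divided by those of *Nono* in the same sample, the mean of the Mock group was set to 1, and 3 against 3 samples were compared with an exact permutation test, for which the smallest p is 0.1.
The genes named in the text follow a rule written before the files arrived. It takes every gene the paper's results or discussion name, every gene of its heat maps and qPCR panels, and the 10 up- and 10 down-regulated genes with the largest absolute log2 fold change in each of the 2 contrasts with Mock, among genes with an adjusted p under 0.05 by edgeR and with every treated replicate beyond every Mock replicate in that direction. The text prints the ones its sentence is about.
A set of 12 alternatives was run on every fold change and count. They were DESeq2 (the tool of the paper's methods), limma-voom, RLE normalization, upper-quartile normalization, library size only, at least 10 counts in every sample, no low-count filter, counts thinned to the smallest sample (seed 7), an offset for gene length and GC content (per-sample smooths of basis dimension 6), a replicate block from the replicate numbers in the labels, that block with the offset, and fits of only the 2 groups compared. Counts of genes were also taken at an adjusted p under 0.01 in edgeR, with an absolute log2 fold change of at least 1, and after scaling every sample to *Nono*. Each of the 9 samples was left out in turn. A fit with an assumed coefficient of variation of 0.1, and the family tests repeated with library size only, the length and GC offset and scaling to *Nono*, were added after seeing the data. A count was called moved when it changed by a factor of more than 1.5.
Counts of genes were recomputed for all 10 splits of the 6 samples of each contrast, and those over both contrasts for 100 of the 840 regroupings of the 9 samples (seed 11), the real one included.
The scripts were tested on simulated data with counts drawn for the real genes. With 200 genes changed, 199 of them among those tested, edgeR recovered 90.5% of the 200, 0 with the wrong sign, and called 18 of 13744 unchanged genes. For DESeq2 the recovered share was 88.5% of 200 changed genes, with 3 of 13936 unchanged genes called. For limma-voom it was 90.5% of the 200, 199 of them tested, with 13 of 13744 called. Unchanged genes made up 9% of the calls of edgeR, 1.7% of those of DESeq2 and 6.7% of those of limma-voom. The shares of edgeR and limma-voom lay above the threshold of 0.05. No simulated change was under an absolute log2 fold change of 0.5. In the data far more genes passed the threshold, and most down-regulated ones changed by less than 0.5. The simulation therefore does not test the calling of such small changes, or normalization where most genes change.
R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and mgcv 1.9.3 was used, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
The enrichment of ontology terms was not repeated, because the annotation behind it was not in the files analysed here, and the term counts and p values in the passages are those of the paper's Table S2. The qPCR measurements and the treatments that produced no sequencing were not analysed here.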

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

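The tests, alternatives and splits used here were chosen before the processed files arrived, except the assumed coefficient of variation and the repeats of the family tests under other settings, which were chosen after seeing the data. The predictions on normalization, ribosomal RNA carry-over and nuclear copies for the mitochondrially encoded genes, on p53 activity, on the spread between replicates, on normalization for the fall of OXPHOS genes and on the qPCR reference gene were written after their results had been seen. The others were written before.
A difference between the mimics, tested directly with edgeR, flagged 5130 genes higher and 4435 lower with poly(I:C) than with poly(dA-dT), with median absolute log2 fold changes of 0.392 and 0.318. Only the real split out of 10 splits of the 6 samples gave as many genes in either direction, 1 of 10, and the other splits gave 0 genes. A share under 0.1 is not possible with 3 against 3 samples, so the share by itself cannot exclude the grouping alone. The distances between samples argue against it. The largest between replicates was 29.6 and the smallest between conditions 66.9. The total stayed at 9487 genes or more when samples were scaled by library size only or to *Nono*, at 9270 with the offset for gene length and GC content, and at 9297 with the counts thinned to the smallest sample. The paper does not report this comparison. A candidate explanation is a response that differs between the mimics, but its strength cannot be told apart from a difference in dose or timing of the response, for which the design has no samples.
The same difference appears as 1299 genes that were past the threshold against Mock in opposite directions with the 2 mimics, and of these 47 had an absolute log2 fold change of at least 0.5 with both. Of 100 regroupings of the 9 samples only the real one, 1 of 100, gave as many, and no other gave any. With an absolute log2 fold change of at least 1 with both mimics, 1 gene was left. Under that alternative the opposite changes may therefore be regarded as small ones.
Among 23 listed target genes of p53, 18 were lower with poly(I:C) than with poly(dA-dT) in the direct test with edgeR, against 7.216 expected (odds ratio 7.90, Fisher's exact p = 4.9e-06). Their median log2 fold change was 0.641 with poly(dA-dT), with 18 genes up and 3 down, and -0.158 with poly(I:C), with 10 up and 12 down (n = 3 per group). The list was drawn up after some of these genes had been seen, and the genes that drew attention were left out of it. Fisher's exact p was 2.1e-05 with the offset for gene length and GC content and 0.0057 with library size only, so these explanations did not remove the difference. A higher activity of p53 with poly(dA-dT) may explain it, a hypothesis found and tested on the same data, and protein or DNA damage was not measured. Of the 23 targets, 10 were up-regulated by both mimics, against 5.166 expected (Fisher's exact p = 0.020). The paper's Table S2 also lists the p53 signaling pathway for the genes up-regulated by both, with 21 genes (the paper's p = 5e-06).
Mitochondrially encoded OXPHOS genes, which the paper does not discuss, were flagged because 8 of the 11 tested were up-regulated by both mimics and 0 were down-regulated (odds ratio 9.23, Fisher's exact test, adjusted p = 0.00191), while the nuclear OXPHOS genes fell. Their median log2 fold change was 0.195 with poly(dA-dT) and 0.774 with poly(I:C). Scaling to *Nono* shifts every gene up, so the 9 up-regulated by both with it do not test normalization as a cause of the rise. Such a shift leaves the gap to the nuclear OXPHOS genes in place. Library size only lowers the values with poly(I:C) but not with poly(dA-dT). With it 8 were up-regulated by both, with medians of 0.683 with poly(I:C) and 0.270 with poly(dA-dT). With the offset for gene length and GC content 9 were up-regulated by both. Ribosomal RNA carry-over could raise them in poly(I:C) replicate 2, but their median log2 ratio there to the other poly(I:C) replicates was -0.016. Normalization with poly(dA-dT) and reads shared with nuclear copies remain open. Of the 13 genes, 3 had a mean count under 10, and the counts do not show where reads shared with nuclear copies went. The rise cannot be told apart from an effect of such reads.
Clustered histone genes, which the paper's text does not discuss as a group, were flagged because 27 of 30 tested were up-regulated by both mimics and 0 down-regulated. Their median log2 fold changes were 1.97 with poly(dA-dT) and 2.42 with poly(I:C) (odds ratio 31.3, Fisher's exact p = 5.5e-15). The paper's Table S2 does list nucleosome assembly, with 30 up-regulated genes (the paper's p = 1.1e-06), and nucleosome, with 26 (the paper's p = 8.3e-05). Scaling to *Nono* shifts every gene up, so the 30 tested histone genes up-regulated by both with it do not test normalization as a cause. Library size only lowers the values with poly(I:C), and with it 28 were up-regulated by both, with a median of 2.325 with poly(I:C). With the offset for gene length and GC content 27 were, with medians of 2.09 with poly(dA-dT) and 2.43 with poly(I:C). The median log2 ratio of poly(I:C) replicate 2, the one with most ribosomal-RNA-like counts, to the other poly(I:C) replicates was 0.118. The low-count filter left out 35 histone genes of the annotation. Reads shared between histone paralogs may have been dropped or split by the counting, so single values are uncertain. Reads only moved from one tested paralog to another would lower some of the 30 genes. None fell, with lowest log2 fold changes of 0.177 with poly(dA-dT) and 0.189 with poly(I:C), which argues against such a move. A rise of some paralogs could still have been spread over others, so how many genes rose remains open. The libraries were made with oligo-dT beads, and most clustered histone transcripts end without a poly(A) tail, so a change in the share of tailed transcripts was not tested and remains open too.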

How the results depend on the processing

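Of the rows for single named genes, 3959 of 3976 kept their direction and their side of the threshold, 5 were weaker and 12 reversed, all in 5 of 190 gene contrasts. Of the headline rows apart from the family tests, 774 were unchanged, 39 moved and 2 reversed. The median absolute log2 fold change was larger in up- than in down-regulated genes under every alternative, by 0.14183 to 0.24991 with poly(dA-dT) and by 0.18207 to 0.38121 with poly(I:C), the highest without the low-count filter. In all settings of the distances the mimics joined each other before Mock. The sets of heat-map genes up-regulated by both mimics lost some genes in places, such as methyltransferases from 38 to 34 and DNA repair genes from 67 to 59 with library size only, but changed by a factor under 1.5 in all alternatives without a limit on the fold change.
The limit of at least 1 on the absolute log2 fold change moved most. It left 1076 up- and 58 down-regulated genes with poly(dA-dT), 1402 and 74 with poly(I:C), 750 higher and 228 lower with poly(I:C) than with poly(dA-dT), and 741 up, 7 down and 1 in opposite directions with both mimics. Of the gene sets it left 2 transducers, 11 transcription factors, 4 DNA repair genes, 6 helicases, 6 nucleases, 4 methyltransferases and 17 ubiquitin-protein transferases, and 0 nuclear OXPHOS and 0 cytosolic ribosomal protein genes. This limit removes the many changes that pass the adjusted p threshold but are small in size, which down-regulated genes have more often.
*Nono* normalization gave 8142 up- and 2072 down-regulated genes with poly(dA-dT), 8002 and 1719 with poly(I:C), 5957 up and 730 down with both, and 4 nuclear OXPHOS and 0 cytosolic ribosomal protein genes down with both. By TMM normalization *Nono* itself had a log2 fold change of -0.2328 with poly(dA-dT) and -0.21664 with poly(I:C), so this setting shifts every gene up by about that amount, which could explain why small falls are lost. Relative to *Nono*, *Rps25* and *Rpl9* were at 1.0414 and 1.0398 with poly(I:C), and with TMM-normalized CPM they were at 0.89621 and 0.89489, for the same reason.
With library size only, 3258 genes were higher and 7111 lower with poly(I:C) than with poly(dA-dT). This setting has no factor for the strongly induced genes that take up counts, which could lower the rest in the poly(I:C) samples. With an assumed coefficient of variation of 0.1, chosen after seeing the data, 2551 genes were down with poly(dA-dT), 1989 down with poly(I:C), 3007 higher and 2175 lower with poly(I:C) than with poly(dA-dT), and 1940 up, 921 down and 201 in opposite directions with both, since it widens the spread estimated by edgeR.
The distance between the mimics over that from poly(dA-dT) to Mock was 0.80897 with a prior count of 0.5, 0.86976 with a prior count of 5, 0.92846 without the low-count filter and 0.7105 for the 500 most variable genes. Both a smaller prior and no filter give more weight to genes with few counts, but they moved the ratio of 0.848 in opposite directions, and the cause was not tested. The 500 most variable genes give more weight to the strongest responses. Fits that each left out one replicate gave 0.841854 to 0.852763.
The log2 fold change of *Mavs* with poly(dA-dT) was -0.0034607 with the offset for gene length and GC content and -0.0029592 with the replicate block and the offset. That of *Tmem173* with poly(dA-dT) was -0.0070606 with DESeq2, -0.013363 with counts thinned to the smallest sample, -0.081282 with the offset, -0.091262 with block and offset and -0.0085409 with the replicate block alone, and -0.032611 to 0.02249 when one replicate was left out. *Tmem173* had 138 to 365 counts per sample and a main value near 0, so its sign is not resolved at this depth. Among the weaker rows were *Mavs* with poly(dA-dT) under DESeq2, and with poly(I:C) *Mettl14* and *Trmt1* under library size only and *Trmt1* under upper-quartile normalization.
The tests of the families were repeated with 3 settings chosen after seeing the data. The MCM complex, at 6 up-regulated by both and a Fisher's exact test adjusted p of 0.0159, had 4 with the length and GC offset (adjusted p = 0.259) and 4 with library size only (adjusted p = 0.265), so its over-representation depends on the normalization. The DHX family had 5 with the offset, and 13 with *Nono* normalization (adjusted p = 0.00585), where most genes shift up. Scaled to *Nono*, the proteasome subunits fell from 26 to 4 down-regulated by both (adjusted p = 0.853), the mitochondrial ribosomal proteins from 19 to 2, and neither nuclear OXPHOS (4) nor cytosolic ribosomal protein genes (0) were over-represented. With the offset the mitochondrial ribosomal proteins were at 18, under the number expected. The other rows, 33, were the same.
The replicate block otherwise moved little, with 5067 up- and 4999 down-regulated genes with poly(dA-dT), 4973 and 4911 with poly(I:C), 3184 up and 3279 down with both, and 65 nuclear OXPHOS genes down with both. Replicates with the same number were no more alike than others (exact permutation p = 0.361).
Leaving out one replicate gave 4789 to 5089 up- and 4764 to 5013 down-regulated genes with poly(dA-dT), and 4705 to 5004 and 4633 to 4945 with poly(I:C). With counts thinned to the smallest sample, 4879 genes were up and 4935 down with poly(dA-dT). Genes such as *Dnase1l3*, with 2 to 89 counts per sample, keep wide ranges at this depth, and *Trim29*, with 0 to 1, gives no fold change.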

Differences from the paper's values

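The levels in the paper's qPCR, relative to *Nono* with Mock set to 1, were set beside the RNA-seq counts divided by those of *Nono*. Of 40 such levels 32 differed by more than the replicate SD and by a factor of more than 1.5. In each pair the paper's level comes first and the RNA-seq level second. For *Dtx3l* the levels were about 5.6 with poly(I:C) in Fig. 5F, read by eye, against 12.974. For *Parp9* the level was about 15 with poly(I:C) in Fig. 5F, read by eye, against 9.8502. The level of *Helz2* was about 4.2 with poly(I:C) in Fig. 5F, read by eye, against 14.094. *Mov10* was at about 1.2 with poly(dA-dT) in Fig. 5F, read by eye, against 2.7106, and about 2.7 with poly(I:C) in Fig. 5F, read by eye, against 4.8615. For *Ddx24* the level was about 1.3 with poly(I:C) in Fig. 5F, read by eye, against 2.3331. The level of *Pnpt1* was about 7.0 with poly(I:C) in Fig. 5F, read by eye, against 4.3236. *Dnase1l3* was at about 3.8 with poly(dA-dT) in Fig. 5F, read by eye, against 10.903, and about 11 with poly(I:C) in Fig. 5F, read by eye, against 21.131. For *Prdm9* the level was about 2.4 with poly(dA-dT) in Fig. 5F, read by eye, against 4.2626, and about 3.7 with poly(I:C) in Fig. 5F, read by eye, against 8.3303. The level of *Trim17* was about 1.5 with poly(dA-dT) in Fig. 5F, read by eye, against 10.01, and about 3.5 with poly(I:C) in Fig. 5F, read by eye, against 20.186. *Trim21* was at about 5.2 with poly(dA-dT) in Fig. 5F, read by eye, against 11.058, and about 11 with poly(I:C) in Fig. 5F, read by eye, against 24.445. For all of these, none of the alternatives set before the files arrived, TMM-normalized CPM in place of counts relative to *Nono* and leaving out each replicate in turn, brought the level within a factor of 1.5 of the paper's.
For *Rad52* the level was about 6.4 with poly(dA-dT) in Fig. 5F, read by eye, against 4.248. That gap came only just under the factor of 1.5 without Mock replicate 3 (4.3965) and without poly(dA-dT) replicate 1 (4.341). It stayed over that factor with the other alternatives set before the files arrived. Most of the gap thus remained in each case. The level of *Rnf213* was about 3.7 with poly(dA-dT) in Fig. 5F, read by eye, against 5.582. The gap came under the factor of 1.5 with TMM-normalized CPM (4.7498), only just under it without poly(dA-dT) replicate 3 (5.5336), and not otherwise. Without that replicate nearly all of the gap remained. *Setdb2* was at about 3.4 with poly(dA-dT) in Fig. 5F, read by eye, against 2.1523, and about 2.8 with poly(I:C) in Fig. 5F, read by eye, against 4.3607. With poly(I:C), TMM-normalized CPM brought the gap under the factor of 1.5 (3.7528) and leaving out replicates did not. With poly(dA-dT), no alternative set before the files arrived brought the gap under that factor.
The genes of Fig. 7C follow. For *Rps25* the level was about 0.22 with poly(dA-dT) in Fig. 7C, read by eye, against 0.86709, and about 0.19 with poly(I:C) in Fig. 7C, read by eye, against 1.0414. The level of *Rpl9* was about 0.12 with poly(dA-dT) in Fig. 7C, read by eye, against 0.94435, and about 0.1 with poly(I:C) in Fig. 7C, read by eye, against 1.0398. *Mrpl18* was at about 0.17 with poly(dA-dT) in Fig. 7C, read by eye, against 0.73462, and about 0.21 with poly(I:C) in Fig. 7C, read by eye, against 0.92683. For *Rpl36a* the level was about 0.22 with poly(dA-dT) in Fig. 7C, read by eye, against 0.91752, and about 0.19 with poly(I:C) in Fig. 7C, read by eye, against 0.98257. The level of *Sdhc* was about 0.22 with poly(dA-dT) in Fig. 7C, read by eye, against 0.83632, and about 0.15 with poly(I:C) in Fig. 7C, read by eye, against 0.90548. *Sdhd* was at about 0.22 with poly(dA-dT) in Fig. 7C, read by eye, against 0.82478, and about 0.18 with poly(I:C) in Fig. 7C, read by eye, against 0.89991. None of the alternatives set before the files arrived brought these gaps under the factor of 1.5. For *Ndufs1* the level was about 0.64 with poly(I:C) in Fig. 7C, read by eye, against 0.98962. There TMM-normalized CPM (0.85185) brought the gap under that factor and leaving out replicates did not.
The paper names STING among the genes that were up-regulated after the mimics, and *Tmem173* had a log2 fold change of 0.00171 with poly(dA-dT) (edgeR adjusted p = 0.988) and 0.851 with poly(I:C). Fig. 3G shows *Mavs* among the up-regulated transducers, and it was at 0.126 with poly(dA-dT) and -0.249 with poly(I:C). Of the 18 transcription factors of Fig. 3H, 1 was down-regulated with poly(I:C), with a log2 fold change of -1.04.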

Other observations

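Of the 10 splits of the 6 samples, only the real one, 1 of 10, gave as many up-regulated genes with poly(dA-dT) (5065) and as many down-regulated (4982). For poly(I:C) it was again 1 of 10 (4955 and 4893). The other splits gave 0 genes, and the share cannot go under 0.1. Without such genes the difference in median absolute log2 fold change (0.189 and 0.248 in the real splits) has no value there, so the splits do not test it.
Over both contrasts, 1 of 100 regroupings of the 9 samples gave as many genes up-regulated by both mimics (3175, with 2063 as the highest of the others), and 1 of 100 as many down-regulated by both (3254, with 1927). For the sets of the heat maps the highest other regroupings gave 20 antiviral genes, 10 transducers, 16 transcription factors, 48 DNA repair genes, 29 helicases, 25 nucleases, 33 methyltransferases and 58 ubiquitin-protein transferases, each fewer than the real one, 1 of 100. For the sensors, 3 of 100 regroupings gave all 9 genes. Among genes down-regulated by both, the highest others were 41 nuclear OXPHOS and 28 cytosolic ribosomal protein genes, again 1 of 100. The sets were chosen by the paper from these same samples, so these shares do not test the choice.
The replicates were close to one another. The common biological coefficient of variation was 0.0263 and the median trended one 0.0169. By chi-square per degree of freedom, replicates 1 and 2 of poly(dA-dT) were at 1.05 (chi-square p = 3.4e-06) and replicates 1 and 3 of poly(I:C) at 1.08 (chi-square p = 4.5e-11), so they differ by more than sampling noise, which does not tell biological from technical replicates; they were kept as separate samples because the labels give them as such. With a coefficient of variation of 0.1 assumed for every gene, 5955 genes were past the threshold with poly(dA-dT) against 10047, so a small spread between replicates may account for part of this total. Other counts lost more in that fit, with 1989 of 4893 genes left down with poly(I:C), 921 of 3254 down with both mimics and 201 of 1299 in opposite directions, so for these the small spread may account for most of the genes. The paper's methods name wild-type MEFs from another laboratory as the source of the cells. Whether the replicates came from separate cultures of them is not in the files analysed here.
In poly(dA-dT) replicate 3 and poly(I:C) replicate 2, the pairs with the other replicates of their condition were at a chi-square per degree of freedom of 3.81 to 4.83. Without 10 ribosomal-RNA-like genes the highest of these pairs was at 1.231. The 10 genes took 0.976% and 1.171% of the counts in these samples and 0.433% to 0.553% in the other 7. The list was picked from the genes that deviated most in these same samples, so the fall was partly fixed by the choice. Ribosomal RNA carry-over in these libraries is a candidate explanation, and no biological one was tested.
The small fall of nuclear OXPHOS and ribosomal protein genes depended on the normalization. Scaled to *Nono*, 4 of the 65 nuclear OXPHOS genes were still down-regulated by both mimics, and with the offset for gene length and GC content 60. TMM takes most genes as unchanged, while scaling to *Nono* takes *Nono* as unchanged. The counts alone give no absolute amount of RNA per cell, so the fall cannot be told apart from normalization, although these genes lie lower than the other tested genes under TMM.
The fall of the 7 genes of Fig. 7C was smaller by RNA-seq than in the paper's qPCR. A reference gene that itself changes could give such a gap. Relative to *Nono* in the RNA-seq, the median level over both mimics was 0.922 of Mock, so the change of *Nono* there did not account for it. How *Nono* behaved in the qPCR samples is not in the files analysed here. No biological explanation was tested.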
